# MiR-211 is essential for adult cone photoreceptor maintenance and visual function

**DOI:** 10.1038/s41598-017-17331-z

**Published:** 2017-12-05

**Authors:** Sara Barbato, Elena Marrocco, Daniela Intartaglia, Mariateresa Pizzo, Sabrina Asteriti, Federica Naso, Danila Falanga, Rajeshwari S. Bhat, Nicola Meola, Annamaria Carissimo, Marianthi Karali, Haydn M. Prosser, Lorenzo Cangiano, Enrico Maria Surace, Sandro Banfi, Ivan Conte

## Abstract

MicroRNAs (miRNAs) are key post-transcriptional regulators of gene expression that play an important role in the control of fundamental biological processes in both physiological and pathological conditions. Their function in retinal cells is just beginning to be elucidated, and a few have been found to play a role in photoreceptor maintenance and function. MiR-211 is one of the most abundant miRNAs in the developing and adult eye. However, its role in controlling vertebrate visual system development, maintenance and function so far remain incompletely unexplored. Here, by targeted inactivation in a mouse model, we identify a critical role of miR-211 in cone photoreceptor function and survival. MiR-211 knockout (−/−) mice exhibited a progressive cone dystrophy accompanied by significant alterations in visual function. Transcriptome analysis of the retina from *miR-211*−/− mice during cone degeneration revealed significant alteration of pathways related to cell metabolism. Collectively, this study highlights for the first time the impact of miR-211 function in the retina and significantly contributes to unravelling the role of specific miRNAs in cone photoreceptor function and survival.

## Introduction

The vertebrate retina is a layered structure composed of six neuronal types and glial cells, including Müller cells, astrocytes and microglia. Among the different neuronal cell types, photoreceptors are the primary sensory neurons that carry out phototransduction and initiate vision. They include two different types, namely rods and cones, with the rods being responsible for dim light (i.e., night) vision and the cones being necessary for bright light (i.e. daylight) colour vision with high temporal and spatial acuity. Cone photoreceptors constitute about 3–5% of photoreceptor cells in rodents and humans. In humans, cone function may be specifically and primarily impaired by mutations in some genes (most of which display cone-restricted expression) leading to diseases, termed cone dystrophies, characterized by significant impairment of central vision and eventually blindness. Cone dystrophies have an estimated prevalence of 1:30,000–40,000 and may be broken down into two broad groups - stationary and progressive^1^. However, cone dysfunction and/or loss can also be secondary to rod degeneration. Retinitis Pigmentosa (RP), diabetic retinopathy and Age-related Macular Degeneration (AMD) are the most common disorders characterized by secondary cone alterations in humans^1–5^. The specific cellular mechanisms underlying cone death are poorly understood, although several hypotheses, not necessarily mutually exclusive, have been raised. It has been proposed that secondary cone cell death may derive from lack of survival or neurotrophic factors, nutrient deprivation due to an abnormal contact with rods, retinal pigment epithelium (RPE), or Müller glia^6,7^. Alternatively, release of toxic metabolites by dying rods, oxidative stress due to retinal hyperoxia, and “collateral damage” caused by activated microglia may also play a role^1,6,7^. More recently, proof-of-concept studies are shedding new light on the pathological mechanisms behind secondary cone cell death suggesting a main role for the rod-derived cone viability factor (RdCVF), a survival factor protecting cones from secondary degeneration^8^. Overall a full understanding of the genetic causes and of the molecular mechanisms underlying primary and secondary cone death still represents a challenge but nevertheless is a prerequisite in the development of strategies aimed at preserving vision in retinal degenerative diseases.

MicroRNAs (miRNAs) are a class of 20- to 25-nucleotide small noncoding RNA molecules that have basic roles in post-transcriptional regulation of gene expression and represent key players in the control of fundamental biological processes in both physiological and pathological conditions^9^. Evidence indicates that miRNAs are important for the development and maintenance of correct function within the eye, in particular the retina^10–13^. More specifically, recent findings have shown that several miRNAs are required to prevent loss of adult cone photoreceptor outer segments and visual function^13,14^. Notably, inactivation of the miR-182/183/96 cluster results in syndromic photoreceptor degeneration^15^. However, the consequences of the lack of single miRNAs with respect to photoreceptor maintenance and survival are still unknown.

Among the miRNAs abundantly expressed in the visual system, the two members of the miR-204/211 family show an evolutionarily conserved expression in many eye districts, particularly in the retinal pigment epithelium (RPE), the neural retina, the lens, and the ciliary body^16,17^. So far, the most extensively studied member of this family is miR-204^10,16–22^. We recently found that miR-204 plays a crucial role in the differentiation and function of all of the ocular structures in which it is expressed^10,16–19^. This miRNA is involved in the correct differentiation and function of RPE cells and is also required for proper lens development^16,17^. Many gene networks modulated by miR-204 have been discovered, including the Meis2-mediated control of the transcription factor Pax6, a “master regulator” of eye development^16,17^. Notably, we also identified a point mutation in miR-204 with a causative role in inherited retinal dystrophies in human patients, which represents not only the first retinal disease caused by mutations in miRNAs but also provides the first example of a microRNA-caused genetic disease likely occurring via a gain-of-function mechanism^10^.

Despite the pervasive role of miR-204 in many aspects of eye development and function, to date, there is very limited information on the function in the eye of its closely related paralog miR-211. In most mammals, including mouse, miR-211 only shows one nucleotide difference with the mature sequence of miR-204. The two miRNAs share an identical seed region, i.e., a sequence element of approximately 7 nucleotides which is reported to play a key role in mRNA target recognition^23^. This suggests that both miRNAs target a similar set of genes. Preliminary data suggest that *miR-211* expression is controlled by the transcription factor MITF and that this miRNA could contribute to RPE differentiation^24^. Here, by analysing the functional consequences of miR-211 loss-of-function in mice, we show that this miRNA is essential for cone photoreceptor maintenance and function. This is the first study to reveal the direct involvement of miR-211 in the visual system, extending the functional role of this miRNA family to cone photoreceptors.

## Results

### Characterization of *miR-211*−/− mice

*MiR-211* is one of the most abundant miRNAs in the retina^25^ and its expression is sensitive to light levels^26^. High resolution expression data in the eye for this miRNA have been previously reported only in the adult retina^26^. By RNA *in situ* hybridization (ISH), we showed that the expression of *miR-211* is abundant in the developing eye and is detected in the presumptive RPE, ciliary body, distal region of the developing retina of the optic cup thus recapitulating the expression of its host gene, the melastatin, transient receptor potential cation channel subfamily M member 1 (*Trpm1*) gene (Supplementary Fig. 1). In the adult eye, *miR-211* is expressed in the RPE and in the Inner Nuclear Layer (INL) with a weaker expression detected in the Outer Nuclear Layer (ONL) and in the Ganglion Cell Layer (GCL) as previously reported^26^ (Supplementary Fig. 2c,d), again recapitulating the expression pattern of its host gene^27^.

To explore miR-211 function *in vivo*, we generated a miR-211-deficient mouse line in which the precursor sequence of *miR-211* (*pre-miR-211*) was deleted by homologous recombination^28^ (Supplementary Fig. 2a). *MiR-211*−/− mice were viable and appeared to be normal. We performed quantitative RT-PCR (qPCR) assay for *miR-211* using total RNA from the retina of postnatal day (P)30 wild-type and *miR-211*−/− mice. We found that the mature *miR-211* was not detectable in the retinas of all *miR-211*−/− mice that we examined (n = 3) (Supplementary Fig. 2b). Concordantly, by RNA ISH we detected no *miR-211* expression in the retina of *miR-211*−/− mice at P30 (Supplementary Fig. 2c–e). However, its paralog miR-204 was expressed (Supplementary Fig. 2f). As previously stated, *miR-211* is an intragenic miRNA, which is located in an intronic region, i.e., between exon 6 and exon 7, of the *Trpm1* gene^29^. Therefore, we asked whether the deletion of pre-miR-211 could have any effect on the proper expression of *Trpm1*, which could contribute to the phenotype of *miR-211*−/− mice. Western blot analysis showed no altered expression of any of the *Trpm1* isoforms upon *miR-211* deletion in the retina (Supplementary Fig. 3a,b). In retina protein extracts, a major band of 180 kDa was detectable together with a band of 110 kDa, a band of 70 kDa and one of 55 kDa^30^. These observations together with the qRT-PCR analysis (Supplementary Fig. 3c) demonstrated that in *miR-211*−/− eyes, the expression levels of *Trpm1* was not altered when compared with WT animals. Moreover, we detected no alteration in *Trpm1* mRNA maturation and splicing by both RT-PCR (Supplementary Fig. 3d) and qRT-PCR analyses (Supplementary Fig. 3e) further confirming the specificity of miR-211 depletion.

### *MiR-211*−/− mice display a progressive cone dystrophy

To explore the phenotypic consequences of *miR-211* deletion, we carried out a detailed analysis of *miR-211* homozygous mutant mice. Therefore, we performed a morphological analysis at two postnatal stages: undifferentiated retina at P1 and the fully differentiated retina at P30. We did not identify any apparent morphological alteration in any ocular structures at P1 (Supplementary Fig. 2g–j). At P30, we first evaluated retinal function by standard electroretinographic (ERG) recordings in *miR-211*−/− mice. We found that both photopic and scotopic responses in *miR-211*−/− mice were unchanged compared to WT mice (Fig. 1a,b). In addition, to further investigate rod and cone responses, we took advantage of the 6-Hz scotopic flicker ERG paradigm^31^. This protocol enables the isolation of rod from cone responses by varying light intensities (ranging from −5 to 2 log cd s/m^2^), while maintaining 6 Hz stimulation frequency^31^. *MiR-211*−/− mice showed considerable reduction of the amplitudes at light intensities typically dominated by cone responses (Fig. 1c, highest light intensities). Thus, we then examined whether cones and rods degenerate in *miR-211*−/− mice at P30. This analysis was carried out by quantifying cone and rod density on retinal sections that were labelled by immunostaining with anti-cone Arrestin, anti-S-opsin, anti-M-opsin and anti-Rhodopsin antibodies, which mark cones, blue cones, green cones and rods, respectively. We did not detect any significant decrease in cone and rod densities in *miR-211−/−*, compared to WT control mice (Figs 1d–k and 2i, Supplementary Fig. 4f,g).

**Figure 1:**
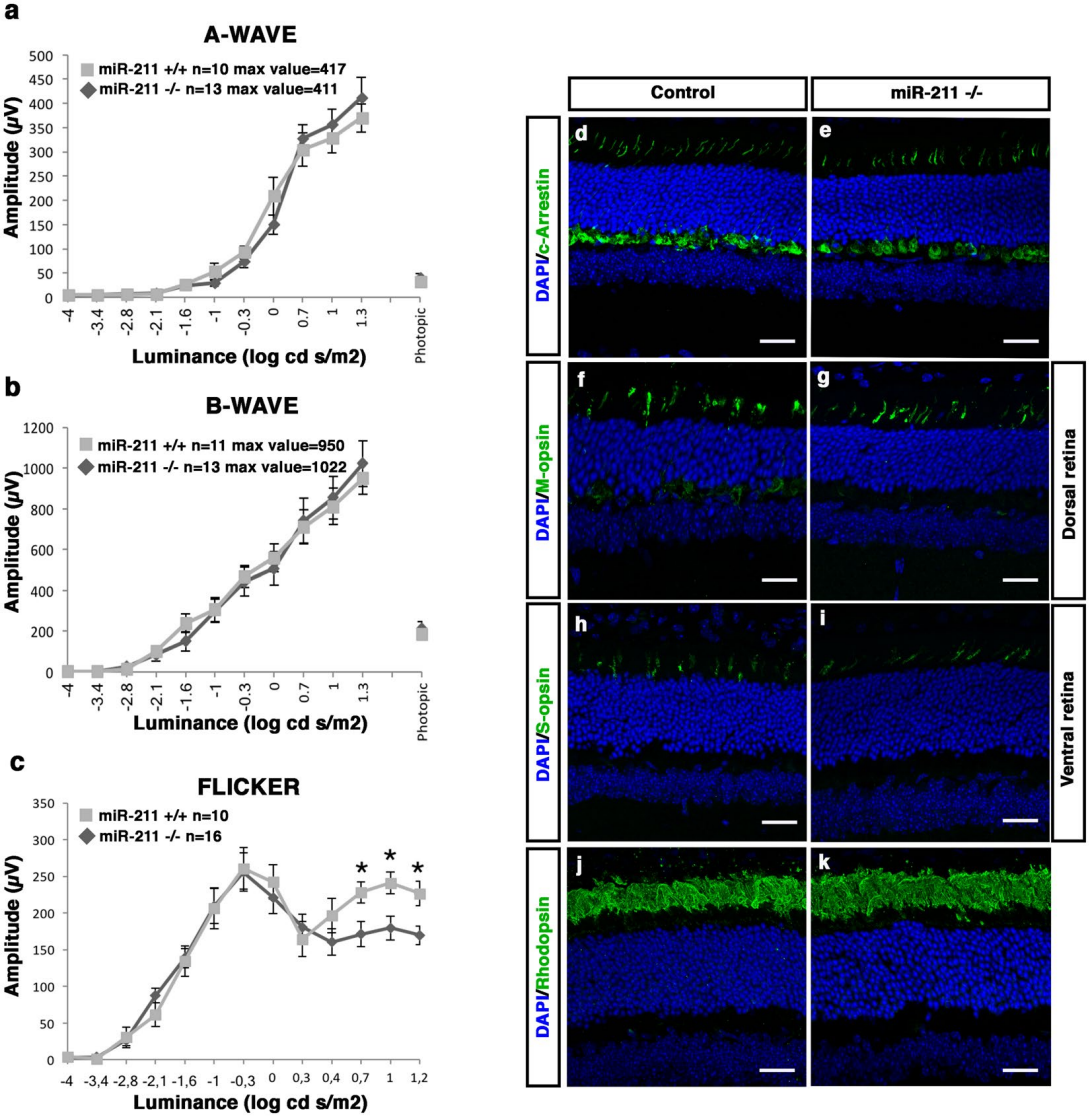
One month old *miR-211*−/− mice display a normal expression pattern of photoreceptor markers but initial signs of cone dysfunction. **(a**,**b)** ERG responses, plotted as a function of stimulus intensity, from one month wild type (grey squares) and *miR-211*−/− (black rhombi) mice. The amplitudes of the dark-adapted, scotopic a-wave and b-wave of the *miR-211*−/− mice are similar to the amplitudes of the wt control mice. **(c)** Flicker responses, plotted as a function of stimulus intensity, from one month old wt (grey squares) and *miR-211*−/− (black rhombi) mice. Scotopic indicates flashes of 20.0 cd s/m^2^ light intensity; photopic indicates flashes of 20.0 cd s/m^2^ light intensity on a constant background illumination of 50 cd/m^2^; Flicker recordings were performed with light intensities ranging from 10^−4^ to 15 cd s/m^2^ in steps of 0.6 logarithmic units at 6 Hz frequency. Error bars represent SEM. *P Value < 0.05 t test. **(d**–**k)** Representative immunofluorescence images of control **(d**,**f**,**h**,**j)** and *miR-211*−/− **(e,g,i,k)** retinas at one month, stained with different retinal markers (green) and DAPI (blue). No differences are visible in the sections stained with the photoreceptor markers cone-Arrestin **(d,e)**, M-opsin **(f,g)**, S-opsin **(h,i)** and Rhodopsin **(j,k)**, Scale bars: 50 μm.

**Figure 2:**
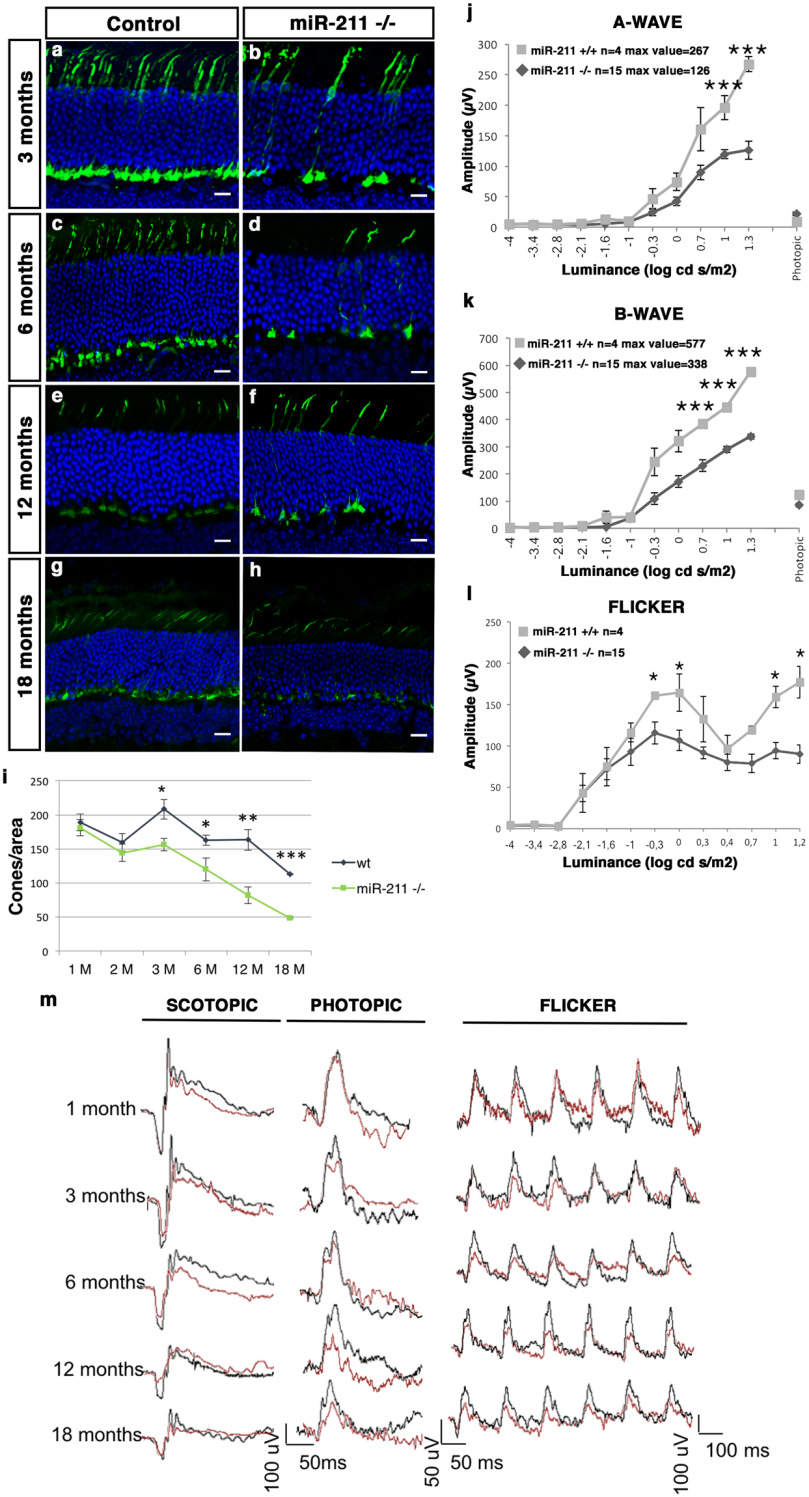
miR-211 deletion results in progressive morphological and functional defects in cones. (**a**–**h**) Representative immunofluorescence images of control **(a,c,e,g)** and *miR-211*−/− **(b,d,f,h)** retinas at three months **(a,b)**, six months **(c,d)**, twelve months **(e,f)** and eighteen months (**g,h**) stained with cone-Arrestin antibody (green) and DAPI (blue). Scale bars: 50 μm. **(i**) Graphs showing cone density (cones/area). From three months of age onward, there are significant differences in the number of cones between wt and *miR-211*−/− mice up to a greater than 50% reduction in aged *miR-211*−/− mice. Error bars represent SEM. ***P Value < 1 × 10^−5^, **P Value < 0.01, *P Value < 0.05 t test. (**j**–**k**) ERG responses, plotted as a function of stimulus intensity, from wt (grey squares) and *miR-211*−/− (black rhombi) mice, at eighteen months of age. The amplitudes of the dark-adapted, scotopic a-wave and b-wave of *miR-211*−/− mice are significantly lower at higher intensities than in wt control mice. Error bars represent SEM. ***P Value < 0.001, **P Value < 0.01 t test. **(l**) Flicker responses, plotted as a function of stimulus intensity, from wt (grey squares) and *miR-211*−/− (black rhombi) mice, at eighteen months of age. The b-wave amplitude of *miR-211*−/− mice is significantly lower than in wt mice in the light intensity ranges that stimulate only cone and rod-cone responses. Error bars represent SEM. *P Value < 0.05, **P Value < 0.01 t test. **(m**) Representative ERG (scotopic and photopic responses) and flicker traces at 1, 3, 6, 12 and 18 months of age show the progressive decrease of ERG and flicker responses of *miR-211*−/− mice (red lines) compared to wt controls mice (black lines; Fig. 1 and Supplementary Fig. 6). Scotopic indicates flashes of 20.0 cd s/m^2^ light intensity; photopic indicates flashes of 20.0 cd s/m^2^ light intensity on a constant background illumination of 50 cd/m^2^; Flicker recordings were performed with light intensities ranging from 10^−4^ to 15 cd s/m^2^ in steps of 0.6 logarithmic units at 6 Hz frequency.

Overall, the above data suggest the presence of signs of cone dysfunction in 1-month old *miR-211*−/− mice in spite of apparently normal photoreceptor morphology. We then extended our morphological and functional analysis to later ages, focusing on 3-, 6-, 12- and 18-month-old animals (Fig. 2, Supplementary Fig. 4, Supplementary Fig. 5 and Supplementary Fig. 6). In *miR-211*−/− mice, we observed a progressive decrease in the amplitudes at highest light intensities, compared to WT control mice (Fig. 2j,k,m and Supplementary Fig. 6a,b,d,e,g,h). Considering that light intensities beyond −2.0 log cd s/m2 evoke responses originated by both rod and cone photoreceptors (mesopic range)^32^, these data support the possibility that the observed ERG decrease may affect mainly the cone-derived components. Indeed, previous work on* Rho−/−* mice, in which rods are non-functioning, shows pure cone responses in the mesopic range (and unpublished ERG recording, E.M.S. and E.M. data)^32,33^. Notably, the cone photoreceptor responses, as assessed by 6-Hz scotopic flicker analysis, showed a progressive reduction from 3-month to 18-month-old *miR-211*−/− mice reaching approximately a 50% amplitude reduction in 18-month old mice as compared to age-matched wild-type controls (Fig. 2l,m and Supplementary Fig. 6c,f,i). This progression was also observed in cone ERG photopic responses (Supplementary Fig. 6b,e,h). However, a slight difference at low light intensity in the serial flicker recordings was also observed suggesting that rod involvement may not be excluded in the absence of further electrophysiological evaluation such as rod-bipolar patch clamp analysis.

Consistent with a progressive and ultimately severe functional cone deficiency observed from the age of 3-months onward, *miR-211*−/− mice showed a gradual reduction of cone density at these same stages (Fig. 2i and Supplementary Fig. 4a–e). Notably, 18-month old *miR-211*−/− mice showed approximately a 50% decrease of cone density compared to age-matched wild type controls (Fig. 2g–i). Crucially, these changes were not associated with defects in rod density or a significant reduction in ONL thickness (Supplementary Fig. 4f,g), further supporting the observation that miR-211 depletion induces a cone-specific dystrophy. We also performed the TUNEL assay to detect cone cell death in the retina of *miR-211*−/− mice at 3-, 6-, and 12-months of age. Notably, we did not observe any significant increase in TUNEL-positive cells in *miR-211*−/−, compared with WT mice (Supplementary Fig. 7a–l). The latter result may be explained by both the slow rate of cone degeneration observed in *miR-211*−/− mice and by the low abundance of cones, which represent the 3% of photoreceptor cells in the retina that can preclude the detection of cone cell death. Overall, these data indicate that miR-211 deletion in mice leads to a progressive cone dystrophy phenotype.

### *MiR-211* ablation leads to a specific cone dysfunction

Two observations suggest that miR-211 could have additional functions in other retinal cell types, apart from cone photoreceptors. First, RNA ISH expression data indicate that *miR-211* is highly expressed in the RPE, INL and in the GCL (Supplementary Fig. 2c). Second, *miR-211* seems to be co-expressed with the *Trpm1* gene, which is known to play a relevant role in bipolar cell functionality^34–36^. In that respect, mutations in the human *TRPM1* gene lead to defects in the depolarizing light response of ON-bipolar cells^37–39^ and cause congenital stationary night blindness in patients^37–39^. These observations prompted us to evaluate the possible consequences of miR-211 ablation in bipolar cells as well as in other retina cell types. Towards this goal, we first carried out immunofluorescence analysis to assess retinal cell morphology. Analysis of the expression of the Chx10 (bipolar), PKC-α (rod bipolar), GS (Müller), Pax6 (amacrine and ganglion cells) and Calbindin (horizontal) markers, did not reveal any significant defects in other adult retinal cell types in *miR-211*−/− mice (7 months old) when compared with age-matched controls (Fig. 3a–d and Supplementary Fig. 8). However, a slight remodelling of aberrant processes of the PKC-α-bipolar positive cells was observed to extend through the ONL of the retina of *miR-211−/−* (Fig. 3), as a consequence of cone dystrophy^40,41^. As previously mentioned, the alterations of the mesopic response detected by ERG analysis in *miR-211*−/− mice (Figs 1 and 2, Supplementary Fig. 6) do not rule out some rod involvement. To exclude such a possibility, we recorded the scotopic response of depolarizing (ON) rod bipolar cells (RBCs) of 7-month old mice with the perforated patch clamp technique. Since 20–25 rods converge on each RBC, this neuron would be strongly impacted by a dysfunction in rods. Moreover, recording from the RBCs ensured that we avoided any measurement-induced perturbations of the small and delicate rod photoreceptors^42^. Remarkably, the RBCs from *miR-211*−/− mice did not show any significant alteration from the behaviour of age matched controls in terms of light sensitivity, photovoltage amplitude and ion channel expression (Fig. 3e–h). These results further confirmed the specificity of the cone dystrophy phenotype. Some forms of cone dystrophies can be the consequence of impaired retinal circulation^43^. Interestingly, previous studies have shown that alteration of *miR-211* expression was associated with increase of vascular invasion in cancer^44^. Therefore, we asked whether the retinal vasculature was impaired in *miR-211*−/− mice. Fundus examinations by fluorangiography and *in vivo* fluorescein isothiocyanate (FITC)-dextran assays revealed no abnormalities in the superficial, connecting, or deep vascular layers of retinal circulation of the *miR-211*−/− mice compared with control mice (Supplementary Fig. 9). Moreover, we also asked whether the RPE morphology was impaired. Notably, comparison of the morphology of the differentiated RPE/retina of control and *miR-211*−/− mice did not reveal significant alteration in thickness and laminar organization (Supplementary Fig. 9k–l). Altogether, these data suggest a relevant and specific role of miR-211 in the control of cone photoreceptor survival and function.

**Figure 3:**
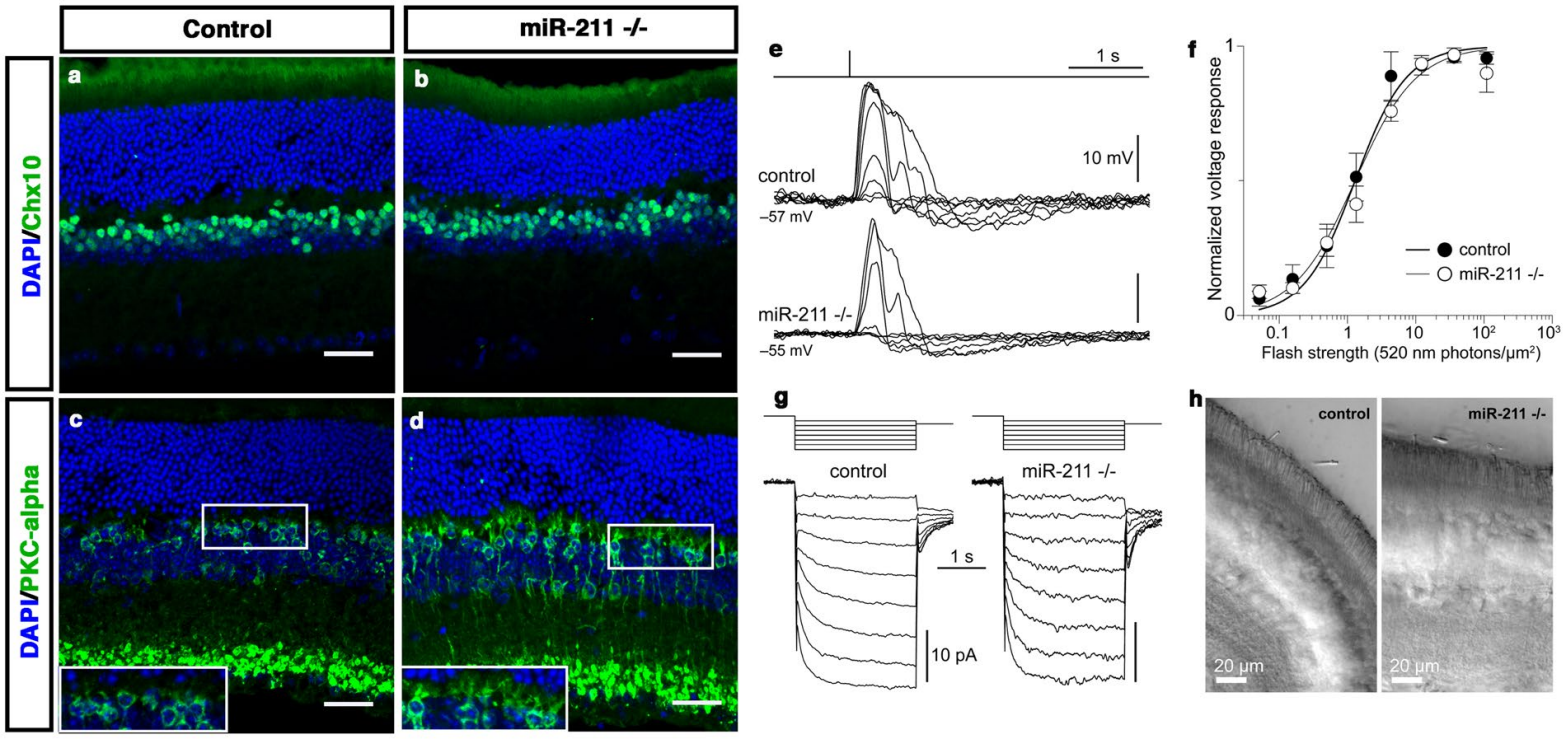
MiR-211 deletion does not affect rod and rod bipolar cell function. Representative immunofluorescence images of wild type (**a,c**) and *miR-211*−/− (**b,d**) mouse retinas at 7 months, stained with anti-Chx10 (**a,b**) and anti-PKC-alpha (**c,d**) antibodies. In *miR-211*−/− retinas the pattern of expression of the bipolar cell markers analysed is similar to wt mice. However, a slight remodelling of aberrant processes of the PKC-α-bipolar positive cells was observed to extend through the ONL of the retina of miR-211−/− (magnified in white boxes). Scale bars: 50 μm. **(e)** Representative current-clamp responses to 520 nm flashes of increasing strength (0.051, 0.16, 0.50, 1.3, 4.3, 12, 36, 109 photons/µm^2^) from a control and a *miR-211*−/− rod bipolar cell (RBC). Dark membrane potentials are shown beside the records (uncorrected for junction or Donnan potentials). **(f)** Summary plot of the normalized flash response amplitudes vs. flash strength from control (black circles; n = 6) and *miR-211*−/− RBCs (white circles; n = 6). Means, SEMs and Hill function fits are shown. Half saturating flash strengths, a measure of light sensitivity, do not differ significantly between the two groups (p = 0.11; extra-sum-of-squares F-test). **(g)** Representative voltage-clamp responses to hyperpolarizing voltage steps (−53 mV to −60/−67/−74/−81/−88/−95/−102/−109 mV to −65 mV) from a control and a *miR-211*−/− RBC. The records show clear hyperpolarization-activated cyclic nucleotide-gated currents (I_h_), normally present in RBCs. **(h)** Live retinal slices from control and *miR-211*−/− mice, visualized with infrared microscopy during recording, show an intact appearance of rod outer segments (cone outer segments are too few and too small to be resolved). All recordings were made in dark adapted retinal slices from 7-month old animals (see Methods for details).

### MiR-211 coordinates expression of genes relevant to retinal metabolism

To gain insight into the molecular basis underlying the miR-211-induced phenotype, we decided to carry out transcriptome analysis of *miR-211*−/− mice by RNAseq. To increase the likelihood of detecting the transcriptome changes related to the functional phenotype and not those secondary to cone cell death, RNA-Seq libraries were prepared from whole eye, after removal of the lens and cornea from 1–2 month old *miR-211*−/− mice, stages in which cone cell loss was not yet detected. 

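The libraries came from 5 WT and 6 *miR-211*−/− (KO) animals and were read in 100-nt pairs. The authors assigned the reads to genes of the Gencode mouse annotation with RSEM, and for each library they deposited the expected count of every gene, which is the estimated number of read pairs that come from it and can be a fraction where reads match several genes. These expected counts are not normalized, and the deposited FPKM values beside them were read but not used for any test. Expected counts were rounded, scaled with edgeR's TMM method and compared between genotypes with edgeR's likelihood-ratio test on a generalized linear model, followed by Benjamini-Hochberg adjustment of the p-values. Between 22224813 and 28171160 read pairs per WT library were assigned to genes, with a median of 23769826, and between 20282241 and 36317673 per KO library, with a median of 23817113. The totals did not differ between genotypes beyond the spread among libraries (two-sided exact permutation test, p = 0.864). Mir211, the deleted gene, lies on chromosome 7 of GRCm38 from 64205806 to 64205911, inside the intron between exons 6 and 7 of its host gene Trpm1. Its expected count was 0 in all 11 libraries, WT included, so these counts cannot show its loss. Trpm1 itself was read at 429 ± 67.3 normalized counts scaled to library size (CPM, the unit of the paper's expression filter; SD, n = 5) in WT and 432 ± 19.2 (SD, n = 6) in KO libraries, with a log2 fold change of 0.01 (standard error 0.15). The columns of Supplementary Table 1 carry names of 2 kinds, with a mouse number or with an age. Each library was matched to the column to which its counts of the 63 listed genes were proportional. The ratio of count to column varied by at most 0.198% (coefficient of variation) for the matched column and by at least 24.5% for the next best. By these names, 2 WT and 3 KO libraries belong to the mouse-number series and 3 WT and 3 KO libraries to the age series. The log2 CPM of 2 libraries of the same series deviated from their genotypes' means in a similar way (mean r = 0.253 across genes), and those of 2 libraries of different series in opposite ways (mean r = -0.391). Because deviations from a mean add up to 0 within each genotype, a positive value for one kind of pair pulls the other below 0, so the negative value is no separate evidence. Genes are not independent replicates in these correlations.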

RNA-Seq libraries were prepared for each eye sample in multiple biological replicates, five for WT and six for *miR-211*−/− animals. Each library was sequenced using 100 bp paired-end sequencing on the Illumina HiSeq. 1000 system. Gene abundances from RNA-Seq data were quantified using RSEM^45^. This approach yielded read count values for a total of 38253 mouse genes annotated in GenCode^46^. 

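The file of each library lists 38393 genes by their Ensembl identifiers. Of these, 25763 had at least 1 count after rounding in at least 1 of the 11 libraries. A gene symbol was found for 36639 identifiers (95.4%), and the other 1754 have none in the annotation used for the symbols. The number of genes with a count in a single library ranged from 21103 in KO replicate 1 to 22041 in KO replicate 2, the libraries with the lowest and the highest total.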

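At least 1 CPM in at least 5 of the 11 libraries was reached by 15767 genes, of which 98.9% have a symbol. Of the 3 alternatives set for this number, a lower minimum of 0.5 CPM moved it most, and 16838 genes reached it. A looser filter, at least 1 count in any library, was tried only for the tests of genes and keeps 25763. With each library left out in turn, between 15689 and 15721 genes passed. WT replicate 4 stood apart in how its counts were spread over genes, since its 10 most abundant genes took 13.3% of all counts, against 6.93% to 9.09% in the other libraries, and the 16 crystallin genes took 13.1%. Its TMM factor was 0.870, against 0.984 to 1.05 in the others.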

We only considered genes that had at least 1 count per million in at least five out of 11 samples as expressed, yielding a total of 15590 genes. Next we performed differential gene expression analysis to determine the transcriptional effects of miR-211 deletion. This analysis yielded a total of 63 genes that were differentially expressed with a False Discovery Rate (FDR) < 0.1 (Fig. 4). 

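With edgeR's likelihood-ratio test on all 5 WT and 6 KO libraries, 1 of the 15767 expressed genes had an adjusted p-value under 0.1. The gene was Xist (ENSMUSG00000086503; chromosome X of GRCm38, from 103460366 to 103483254), with a log2 fold change of -9.54 (standard error 1.17, adjusted p = 6.35e-05). Xist is transcribed from the inactive X chromosome of females. It was read at at least 794 CPM in WT replicates 1, 3 and 5 and at no more than 1.29 CPM in the other 8 libraries. An unadjusted p-value under 0.05 was reached by 330 genes, 279 of them decreased and 51 increased in KO. The next gene in the ranking was Pear1, at 12.9 ± 1.14 CPM (SD, n = 5) in WT and 9.02 ± 0.401 (SD, n = 6) in KO libraries, with a log2 fold change of -0.52 (standard error 0.12, adjusted p = 0.111). Every KO library was below every WT library for Pear1 (two-sided exact permutation test, p = 0.00216, the smallest that 5 against 6 libraries allow). Pear1 had been picked by its rank in the same libraries, so this p-value is not an independent test of it. Lrg1 followed, with a log2 fold change of -1.15 (standard error 0.30, adjusted p = 0.549), then Dio3 with -0.74 (standard error 0.20, adjusted p = 0.858) and Slc13a4 with -0.44 (standard error 0.12, adjusted p = 1.00). The biological coefficient of variation between libraries of a genotype was 26.1%. On simulated counts with the same libraries, where 200 genes had been changed by 2 on the log2 scale, the same test recovered 199 of them at this threshold, beside 43 false calls. The genes of Supplementary Table 1 had a smaller median log2 fold change of -0.76. How many changes of that size the test would find was not simulated.

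The choice that moved the number of genes most was the set of libraries. Without KO replicate 1, 11 genes passed, and with any other library left out between 1 and 2 did. The libraries carry replicate numbers, and same-numbered WT and KO libraries deviated from their genotype means with a mean correlation of 0.223 across genes, against -0.055 for different numbers. As deviations add up to 0 within a genotype, a positive first value pulls the second below 0. Of the 5 same-numbered pairs 4 share their series, and their mean correlation was 0.361, against 0.306 for the 8 different-numbered pairs that share a series. Most of the likeness of same-numbered libraries is thus found between any libraries of a series. With the replicate number as a block, 10 genes had an adjusted p-value under 0.1, all decreased. The fits with this block leave out KO replicate 6, which has no same-numbered WT library. The paper does not describe these numbers as pairs. With the library series as a covariate, 10 genes passed as well, all decreased. Within the mouse-number series alone 7 genes passed, and within the age series alone 38.

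**Figure D1:**
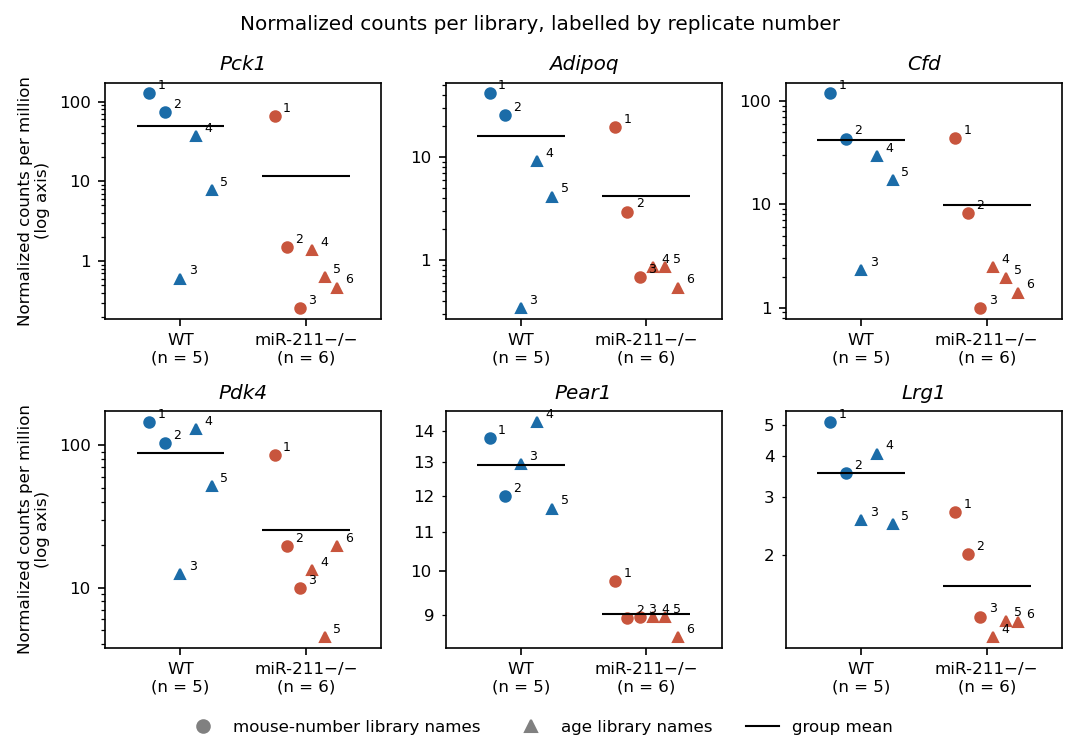
Normalized counts (CPM) of 6 genes (log axis) in the 5 WT and 6 KO libraries, labelled by replicate number, with the group mean as a line and the library series as the shape of the point. For Pear1 the genotypes do not overlap, while for Pck1, Adipoq, Cfd and Pdk4 KO replicate 1 lies among the WT libraries. WT replicate 3 lies among the KO libraries for Pck1, Cfd and Pdk4 and below all of them for Adipoq.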

Of these, the expression levels of 61 genes were significantly decreased upon miR-211 deletion, while only 2 genes were upregulated (listed in Supplementary Table 1). qRT-PCR analysis on 4 of top differentially expressed genes (Supplementary Fig. 7) showed a concordant trend with RNA-seq results without reaching statistical significance. 

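All 63 genes of Supplementary Table 1 were among the expressed genes, and each changed in the direction the table gives, 61 down and 2 up. Their log2 fold changes in KO ran from -2.12 to 0.80 with a median of -0.76, and the paper's reported median is -0.87. Across these genes the 2 sets of fold changes correlated with r = 0.915, although genes are not independent replicates. An unadjusted p-value under 0.05 was found for 39 of the 63 genes and an adjusted p-value under 0.1 for 0 of them, and 47 were among the 500 genes with the smallest p-values. These values depended on the fit. With the library series as a covariate, 62 of the 63 genes had an unadjusted p-value under 0.05 and 9 an adjusted one under 0.1, with a median log2 fold change of -0.87 and r = 0.982. With the replicate number as a block the values were 58, 10, -0.72 and r = 0.984, and without KO replicate 1 they were 62, 10, -0.96 and r = 0.986. With any other library left out, between 23 and 55 genes had an unadjusted p-value under 0.05. The 2 genes that were higher in KO were Gm20425, at 6.38 ± 1.81 CPM (SD, n = 5) in WT and 11.1 ± 3.20 (SD, n = 6) in KO libraries (two-sided exact permutation test on log2 CPM, p = 0.0108), and Gm13029, at 5.16 ± 1.14 (SD, n = 5) and 8.43 ± 4.10 (SD, n = 6; exact p = 0.113). Their log2 fold changes were 0.80 (standard error 0.25) and 0.71 (standard error 0.32). Within the mouse-number series 61 of the listed genes were lower in KO, with a median log2 fold change of -0.74 over all 63, and within the age series 61 were lower, with a median of -0.86. Of the genes that the paper also measured by qRT-PCR, which was not analysed here, Plin1 had a log2 fold change of -2.07 (standard error 1.05) and Cidec one of -2.01 (standard error 1.07). Plin1 was at 9.72 ± 9.55 CPM (SD, n = 5) in WT and 2.32 ± 4.37 (SD, n = 6) in KO libraries, with a wide spread among libraries (two-sided exact permutation test on log2 CPM, p = 0.0736). For Cidec the values were 15.0 ± 14.8 (SD, n = 5) and 3.71 ± 6.82 (SD, n = 6; exact p = 0.0931). These 2 tests leave out the library series and the replicate number. With genotypes exchanged only within each series, a test chosen after the data had been seen, the exact permutation p was 0.035 for Plin1 and 0.05 for Cidec, and KO was lower in each of the 5 same-numbered pairs for both. With the replicate number as a block the log2 fold changes were -2.41 (adjusted p = 0.129) and -2.65 (adjusted p = 1.60e-05). The series as a covariate gave -2.60 and -2.61 (adjusted p = 0.395 for both). Over the fits that left out 1 library they ran from -4.16 to -1.44 for Plin1 and from -3.96 to -1.31 for Cidec. The strongest came without KO replicate 1 (adjusted p = 0.0140 and 0.0690), the only such fit in which either gene had an adjusted p-value under 0.1.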

We then performed Gene Set Enrichment Analysis (GSEA)^47^ for the GO gene-sets derived from Biological Process, Cellular Component and Molecular Function Ontology as annotated in the MsigDB Database^47^. We obtained an Enrichment Score (ES) and an adjusted p-value for each gene-set. 

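The ranking of the 15767 expressed genes by p-value was tested for 5 lists of metabolic genes that had been written by hand from general knowledge before the data were examined, since the gene-sets of the MSigDB database were not used here. For each list, a one-sided Kolmogorov-Smirnov test compared the ranks of its genes with those of all other expressed genes, and the enrichment score (ES) is the largest excess of the list's cumulative share. The respiratory chain list (81 genes) had an ES of 0.346 (adjusted p = 2.16e-08) and a median log2 fold change of -0.18, with 80 genes lower in KO. The fatty acid oxidation list (22 genes) had an ES of 0.526 (adjusted p = 1.33e-05), a median log2 fold change of -0.24 and 21 genes lower in KO. For triglyceride storage and lipolysis (20 genes), the ES was 0.509 (adjusted p = 5.36e-05), the median log2 fold change -0.75, and 19 genes were lower in KO. This list shares genes with Supplementary Table 1. The tricarboxylic acid cycle list (20 genes) had an ES of 0.439 (adjusted p = 5.69e-04), a median log2 fold change of -0.16 and 20 genes lower in KO. Glycolysis genes (17 genes) were not concentrated among the small p-values (ES 0.0653, adjusted p = 0.865), and 7 of them were lower in KO. In these 5 lists, 0 genes had an adjusted p-value under 0.1 in the test of single genes, and an unadjusted p-value under 0.05 was found for 3 triglyceride genes, 1 fatty acid oxidation gene and 0 genes of the other lists.

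The Kolmogorov-Smirnov test takes genes as independent, and it made 7 calls at p under 0.05 among 200 simulated lists without a change. The simulated genes varied independently, so this number does not cover lists of correlated genes. With camera, a test that allows for the correlation between the genes of a list across libraries, the adjusted p-value was 0.462 for each of the 4 lists that the ranking test called. The correlation between genes that camera estimated was 0.812 for the respiratory chain, 0.720 for fatty acid oxidation, 0.724 for triglyceride storage and 0.875 for the tricarboxylic acid cycle. When WT replicate 1 was left out, the adjusted p-values of the ranking test were 0.995 for the respiratory chain and the tricarboxylic acid cycle, 0.828 for fatty acid oxidation and 0.00199 for triglyceride storage. With the library series as a covariate they were 1.12e-20, 5.84e-06, 8.22e-09 and 6.14e-05 in the same order.

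**Figure D2:**
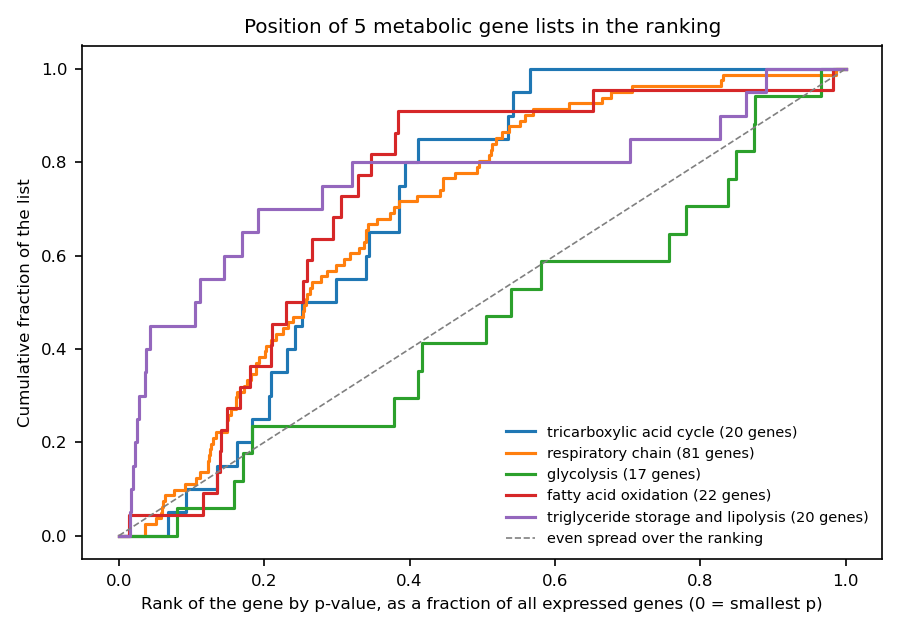
Cumulative share of 5 metabolic gene lists (vertical axis) along the ranking of the expressed genes by p-value (horizontal axis, as a fraction of all expressed genes), with a dashed line for an even spread. The curves of 4 lists rise above the line, with the largest excess at 0.526 for fatty acid oxidation, and the curve for glycolysis stays close to or under it.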

We observed a highly significant (FDR < 0.05) enrichment for gene-sets related to metabolic and catabolic processes (Fig. 4). Moreover, a gene ontology enrichment analysis using DAVID^48^ revealed that an important proportion of both downregulated genes were related to cellular metabolism and catabolism, including pyruvate and glucose (i.e., *Rbp4*, *Gpd1*, *Pdk4*, *Adipoq*, *Pck1*), protein and lipid metabolic processes (i.e., *C1ra*, *C3, Cfd* and *Ucp3, Fabp4, Adipoq*, respectively). 

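Of the genes named for pyruvate and glucose metabolism, Pdk4 (ENSMUSG00000019577; chromosome 6 of GRCm38, from 5483351 to 5496309) was read at 88.9 ± 55.8 CPM (SD, n = 5) in WT and 25.4 ± 30.0 (SD, n = 6) in KO libraries. Its log2 fold change was -1.81 (standard error 0.70), and a two-sided exact permutation test on log2 CPM gave p = 0.0541. Pck1 (ENSMUSG00000027513; chromosome 2, from 173153048 to 173159273) was at 49.1 ± 52.2 CPM (SD, n = 5) in WT and 11.8 ± 26.8 (SD, n = 6) in KO libraries, with a log2 fold change of -2.06 (standard error 1.32, exact permutation p = 0.0801). Its counts were 127 CPM in WT replicate 1 and 66.4 CPM in KO replicate 1, against 0.604 CPM in WT replicate 3 and at most 1.51 CPM in the other KO libraries. Without KO replicate 1 its log2 fold change was -5.84, and without WT replicate 1 it was -1.33. Adipoq (ENSMUSG00000022878; chromosome 16, from 23146536 to 23158028) had a log2 fold change of -1.94 (standard error 1.05, exact permutation p = 0.162), with 16.1 ± 17.1 CPM (SD, n = 5) in WT and 4.21 ± 7.46 (SD, n = 6) in KO libraries. Rbp4 (ENSMUSG00000024990; chromosome 19, from 38116629 to 38125281) fell from 2.96 ± 2.00 CPM (SD, n = 5) to 1.23 ± 0.346 (SD, n = 6), a log2 fold change of -1.27 (standard error 0.41, exact permutation p = 0.0303). For Gpd1 (ENSMUSG00000023019) the log2 fold change was -1.04 (standard error 0.60, exact permutation p = 0.160).

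Among the genes named for protein metabolism, C3 (ENSMUSG00000024164; chromosome 17, from 57203970 to 57228136) was at 57.5 ± 76.0 CPM (SD, n = 5) in WT and 14.5 ± 6.98 (SD, n = 6) in KO libraries. Its log2 fold change was -1.99 (standard error 0.62, exact permutation p = 0.026), and without WT replicate 1, in which it reached 193 CPM, the log2 fold change was -0.70. Cfd (ENSMUSG00000061780; chromosome 10, from 79890853 to 79892655) had a log2 fold change of -2.12 (standard error 1.00, exact permutation p = 0.0736) and C1ra (ENSMUSG00000055172) one of -0.54 (standard error 0.27, exact permutation p = 0.0931). Of the genes named for lipid metabolism besides Adipoq, Fabp4 (ENSMUSG00000062515) had a log2 fold change of -1.57 (standard error 0.89, exact permutation p = 0.171) and Ucp3 (ENSMUSG00000032942) one of -1.21 (standard error 0.65, exact permutation p = 0.136). The adjusted p-value from edgeR was 1.00 for each of these 10 genes. In an exact permutation test that exchanged genotypes only within each library series, chosen after the data had been seen, p ran from 0.005 for C3, the smallest value possible, to 0.08 for Ucp3, and the p-values adjusted over the 10 genes from 0.05 to 0.08. All of them were lower in KO in each of the fits that left out 1 library, but the size depended on the library. The log2 fold change ran from -3.75 to -1.21 for Adipoq, from -3.81 to -1.24 for Cfd and from -2.91 to -0.97 for Fabp4. For C1ra it ran from -0.70 to -0.31. Without KO replicate 1, Pdk4, Pck1 and Cfd had an adjusted p-value under 0.1, and no other fit of this kind gave that for any of the 10 genes. With the replicate number as a block, Cfd (log2 fold change -2.38, adjusted p = 7.81e-06) and Pck1 (-3.30, adjusted p = 0.051) passed the threshold of 0.1, and with the library series as a covariate Rbp4 did (-1.26, adjusted p = 0.0798). Within the age series the log2 fold changes were -4.16 for Pck1, -2.57 for Adipoq and -3.07 for Cfd, and within the mouse-number series they were -2.14, -2.12 and -2.21.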

Interestingly, alterations of glucose metabolism have already been shown in a non-cell autonomous fashion, to impact on cone function^13,49^. Therefore, our data suggest that the ablation of miR-211 leads to a metabolic status change of retinal cells that may contribute to the cone dystrophy observed in *miR-211*−/− mice.

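The measures nearest to this proposal are the abundance of the listed genes and the ranks of metabolic gene-sets by p-value, which carry no direction. The mean log2 CPM of the 63 listed genes was 3.93 ± 0.74 (SD, n = 5) in WT and 2.98 ± 0.66 (SD, n = 6) in KO libraries, a difference of -0.96 (two-sided exact permutation test, p = 0.0476). These genes were taken from the same libraries, so that this p-value is not an independent test of them. With genotypes exchanged only within each library series, a test chosen after the data had been seen, the difference was -1.05 (two-sided exact permutation test over 200 splits, p = 0.015), and the same limit applies to it. In the same 11 libraries, the mean log2 CPM of the lists of metabolic genes differed between genotypes by less than the SD among WT or KO libraries. The difference was -0.15 for the tricarboxylic acid cycle (exact permutation p = 0.413), -0.16 for the respiratory chain (exact p = 0.455), -0.24 for fatty acid oxidation (exact p = 0.351) and -0.75 for triglyceride storage (exact p = 0.201). Within the series, the adjusted exact permutation p-value was 0.15 for each of these 4 lists. The RNA was extracted from whole eyes without lens and cornea, so that the counts do not tell retinal cells apart from the other tissues of the eye. From the enrichment of metabolic and catabolic gene-sets and the metabolic roles of the decreased genes, together with reports that altered glucose metabolism affects cone function, the paper proposes that the loss of miR-211 changes the metabolic status of retinal cells and that this change may contribute to the cone dystrophy.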

**Figure 4:**
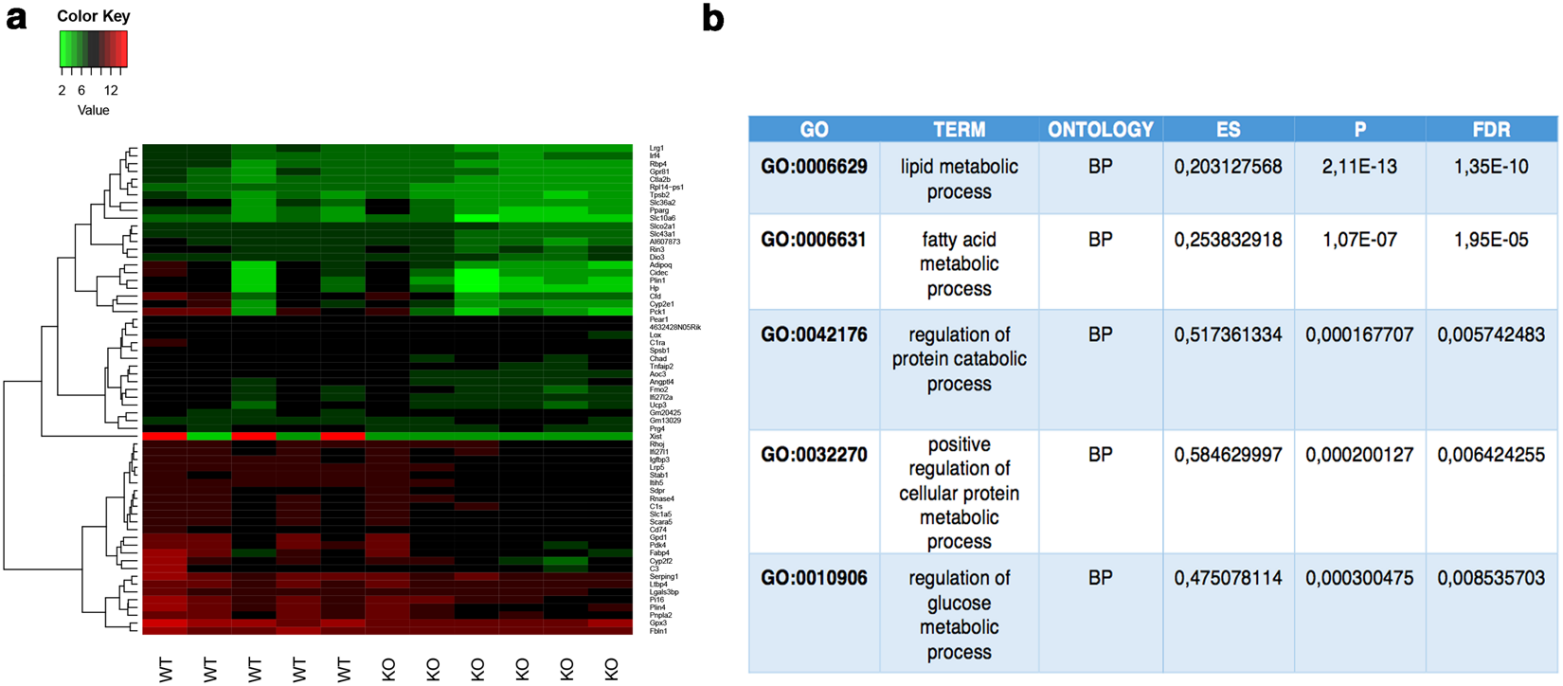
Differential expression analysis and enriched GO categories of miRNA targets. **(a)** Heatmap showing gene expression profiles of the differentially expressed genes in *miR-211*−/− vs. wild type retinas (FDR < 0.1). Each column represents an independent replicate. Expression values are row normalized and color–coded (red indicates maximal value, green indicates minimal value for each gene). **(b)** Selection of Gene Ontology terms significantly enriched by using GSEA. The table displays the Enrichment Score (ES), p-value and False Discovery Rate (FDR) derived from the analysis of each gene set.

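In the single libraries, the mean log2 CPM of the 63 listed genes was 4.87, 4.24, 2.92, 4.10 and 3.54 in WT replicates 1 to 5 and 4.17, 3.28, 2.76, 2.66, 2.37 and 2.61 in KO replicates 1 to 6. WT replicate 3 was thus lower than KO replicates 1 and 2, and KO replicate 1 was higher than WT replicates 3, 4 and 5. These overlaps are all between libraries of different series. Within the mouse-number series (WT replicates 1 and 2, KO replicates 1 to 3) and within the age series (WT replicates 3 to 5, KO replicates 4 to 6), every KO library was lower than every WT library, with mean differences of -1.15 and -0.97. KO was lower in each of the 5 same-numbered pairs. The genes had been selected from the same libraries. Xist, which the heatmap of Fig. 4a includes, was at 1245 CPM in WT replicate 1, 794 CPM in WT replicate 3 and 1634 CPM in WT replicate 5, and at 0.450 CPM and 0.845 CPM in WT replicates 2 and 4. In the KO libraries it ranged from 0.601 to 1.29 CPM.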

## Discussion

A considerable amount of information has been recently gathered on the key roles of miRNAs in the regulation of fundamental cellular processes, such as cell fate determination, cell death and proliferation, and also on the recognition of the miRNAs displaying the most abundant (and sometimes cell layer-restricted) levels of expression in either the developing or the adult retina. Conditional inactivation of miRNA biogenesis, through knockout of the *Dicer1* and *Dgcr8* genes revealed that miRNAs are necessary for proper photoreceptor development and function in mice^11,14,50–52^. In particular, the ablation of *Dicer1* highlighted multiple activities of miRNAs in the maintenance of post mitotic rod photoreceptor (PR) cells^11^. Moreover, cone-specific disruption of *Dgcr8* in mice has been associated with the loss of adult cone outer segments, resulting in reduction of light responses^14^. Nevertheless, there is only limited information on the roles of individual miRNAs on photoreceptor differentiation, maintenance and function. In particular, re-expression of miR-182 and miR-183 in cone conditional *Dgcr8*−/− mice prevented outer segment loss suggesting their requirement for cone outer segment maintenance^14^. Moreover, targeted deletion in mice of the *retinal non-coding RNA 3* (*Rncr3*) gene, the predominant source of miR-124, resulted in specific apoptosis of newly differentiated cone photoreceptors, which was partially rescued after re-expression of miR-124^13^.

One of the miRNAs for which at present there are more data concerning the direct involvement in photoreceptor cell specification, differentiation and survival is miR-204. Recently, we reported a pathogenic mutation within miR-204 as the cause of an ocular disease characterised by coloboma associated with retinal dystrophy^10^. We also demonstrated that ablation of miR-204 function in medaka fish leads to progressive alteration and death of photoreceptor cells, suggesting a direct function of miR-204 in differentiation, maintenance and function of these cells^10^. In mammals, miR-204 has a closely related paralog, miR-211 by which it only differs by one or two nucleotides in the mature sequence, depending on the species^17^. The two miRNAs share the same seed-region sequence and therefore are predicted to target a similar set of genes (TargetScan^53^, although, in the latter respect, precise information is still lacking). *MiR-211* first appeared in mammals through the evolution of one of the two copies of miR-204, which is present in two identical copies in the genomes of early vertebrates and fish, including Medaka fish^16,17^. Interestingly, we found that *miR-211* is expressed in the RPE, INL, GCL and at lower levels in photoreceptor cells in the adult retina, recapitulating in full the expression pattern of its host gene previously reported in the human retina^27^. To date, however, miR-211 function in the eye has not been thoroughly analysed and its *in vivo* role remains unclear.

Here, we establish, for the first time, the existence of a specific relationship between miR-211 activity and cone function and survival in mammals. In particular, we found that miR-211 inactivation in mouse leads to a progressive cone dysfunction followed by cone loss, without the apparent involvement of rods. Among the evidence supporting the latter conclusion, a special emphasis should be placed on the lack of a decrease in ONL thickness, even in very old mice, and the unaltered light sensitivity of RBCs assessed with patch clamp at 7-months. The extent of cone loss is of about 50% at late ages (18 months). It is possible that the residual cone survival and function might be explained by a partial functional redundancy of the paralog miR-204. The latter miRNA, since it shares with miR-211 the same seed region, and therefore is predicted to target a similar set of genes, can in principle compensate at least in part the lack of miR-211. However, recent findings also highlighted a distinct and context-dependent targeting activities exerted by the miR-204 and miR-211 paralogs^54^. The cone loss observed in *miR-211*−/− mice could be a consequence of increased cell death, as also suggested by previous studies that have shown that miR-211 can directly regulate these events by modulating *Chop* expression^55^. However, we did not find any alteration in *Chop* expression or in the related pathway (Supplementary Fig. 7m). We also were not able to detect any TUNEL-positive cells in the retina of *miR-211*−/− mice (Supplementary Fig. 7a–l), reflecting a very slow degeneration of cones, which are not highly abundant in the mouse retina.

Interestingly, our transcriptome analysis suggests that miR-211 could be involved in controlling the metabolism and catabolism of retinal cells, including genes participating in glucose, pyruvate and lipid metabolic process. The possibility of a miR-211-mediated control of retinal metabolism is particularly attractive; indeed, previous reports have proposed that the paralog miR-204 is able to block insulin production during the diabetic process^56^, in which a progressive retinopathy is frequently associated as secondary pathological hallmark. In the adult retina, the Rod-derived Cone Viability Factor (RdCVF), an inactive thioredoxin secreted factor, is considered to be a survival factor as it is primarily required for the stimulation of glucose metabolism, preventing secondary cone death in models of RP^8^. Interestingly, the thioredoxin-interacting protein (TXNIP) was reported to regulate the miR-204-MAFA-insulin pathway contributing to glucose metabolism and diabetes progression^56^. However, miR-211 activity might be MAFA-independent, because no alteration of the MafA mRNA was observed in the *miR-211*−/− transcriptome. Moreover, we also detect additional metabolic pathways such as pyruvate and lipid metabolic processes, suggesting that miR-211 might function as a metabolic switch factor controlling the homeostasis of miR-211-expressing cells. Indeed, an abnormal regulation of energy metabolism has been recently reported for miR-211 in human melanoma cells^57^. 

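Mafa (ENSMUSG00000047591; chromosome 15 of GRCm38, from 75745490 to 75748228) was read at 1.00 ± 0.354 CPM (SD, n = 5) in WT and 0.962 ± 0.383 (SD, n = 6) in KO libraries. The counts were between 14 and 38 read pairs per library. As 4 of the 11 libraries reached 1 CPM, the gene was not among those tested in the comparison of expressed genes. Its mean log2 CPM differed by -0.06 between genotypes, less than the SD of 0.47 among WT and of 0.45 among KO libraries (two-sided exact permutation test, p = 0.835). In a fit to all 25763 genes with at least 1 count, its log2 fold change was -0.07 (adjusted p = 1.00). With each library left out in turn, the difference in log2 CPM ran from -0.23 to 0.09, so that its direction depended on the libraries included. At this depth a small change in the abundance of Mafa would not have been detectable.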

Notably, alterations of both pyruvate and lipid metabolisms are strictly associated with oxidative stress and retinal dystrophy^58–62^.

Although the effects of miR-211 inactivation seem to be mostly restricted to cone photoreceptor cells, yet this miRNA does not seem to display high levels of expression in this cell type. However, we hypothesize, based also on the above reported considerations, that this apparent conundrum may be explained by the high susceptibility of cones to alterations of retinal metabolism/catabolism, as also previously reported. Interestingly, the paralogous *miR-204* has also been previously demonstrated to play a key role in photoreceptor function and maintenance in spite of its low expression in photoreceptor cells (REF). All these observations further support the evidence that miRNAs can exert important roles even in cell types in which they display relatively low expression levels^10,63,64^. However, we cannot exclude that cone dysfunction in *miR-211*−/− mice might at least in part be also due to non-cell autonomous effects. Overall, the mode of action of miR-211 and its relevance in the control of retinal metabolism and catabolism processes as well as in the function of other retinal cell types (e.g., bipolar cells in which miR-211 is particularly abundant) might be more complex and require further study.

In summary, we have begun to dissect the function of miR-211 in eye development and function by demonstrating that it plays an important role in cone photoreceptor maintenance and function. Given the importance of the miR-204/211 miRNA family in photoreceptor function and disease, it will be of the utmost relevance to identify the targets of both miRNAs to unravel their important roles in visual physiology and pathogenesis.

## Materials and Methods

### Generation of miR-211 knockout mice

The *miR-211* knockout mouse line (mmu-mir-211−/−) employed in this study was generated by the Wellcome Trust Sanger Institute^28^. The strain was obtained by deleting 160 bp (containing the pre-miR-211) from the wild type sequence. All studies on animals were conducted in strict accordance with the institutional guidelines for animal research and approved by the Italian Ministry of Health; Department of Public Health, Animal Health, Nutrition and Food Safety in accordance to the law on animal experimentation (article 7; D.L. 116/92; protocol number: 00001/11/IGB; approval date June 6, 2011). Furthermore, all animal treatments were reviewed and approved in advance by the Ethics Committee of Ospedale Cardarelli (Naples, Italy). *MiR-211*−/− mice were maintained on the C57Bl/6J background. In all experiments, we used as controls aged-matched littermates of *miR-211*−/− mice.

### Quantitative Real Time PCR

For wild type and *miR-211*−/− mice analysis, the RNAs were extracted from whole eyes. All the RNAs were extracted and digested with DNaseI using RNeasy extraction kit (Qiagen) according to the manufacturer’s instructions. The cDNAs were generated using the QuantiTect Reverse Transcription Kit (Qiagen) for the qRT-PCR analysis. The qRT-PCR reactions were performed with nested primers and carried out with the Roche Light Cycler 480 system. The PCR reaction was performed using cDNA (200–500 ng), 10 µl of the SYBR Green Master Mix (ROCHE) and 400 nM primers, in a total volume of 20 µl. The PCR conditions for all the genes were as follows: preheating, 95 °C for 5 min; cycling, 40 cycles of 95 °C for 15 s, 60 °C for 15 s and 72 °C for 25 s. Quantified results were expressed in terms of cycle threshold (Ct). The Ct values were averaged for each triplicate. The murine *Hprt* gene was used as the endogenous control for the experiments. Differences between the mean Ct values of the tested genes and those of the reference gene were calculated as DCtgene = Ctgene - Ctreference. Relative expression was analysed as 2^−DCt^. Relative fold changes in expression levels were determined as 2^−DDCt^ ^65^. The sequences of oligonucleotide primers are summarized in Supplementary Table 2.

### Immunofluorescence and ISH on sections

Immunofluorescence analysis was performed on 12 µM cryosections as described previously^17^, using the following primary antibodies: mouse anti-Rhodopsin (1:5000, Abcam ab3267), rabbit anti-Cone-Arrestin (1:1000, EMD Millipore AB15282), rabbit anti-M-Opsin (1:200, Santa Cruz sc-30022), rabbit anti-S-Opsin (1:200, Santa Cruz sc-30021), rabbit anti-Chx10 (1:500, Santa Cruz sc-365519), rabbit anti-Pax6 (1:250, Hybridoma Bank 901301), rabbit anti-PCKα (1:250, Sigma P4334), mouse anti-GS6 (1:200, EMD Millipore MAB302), rabbit anti-Calbindin D-28K (1:300, EMD Millipore AB1778). Secondary antibodies were conjugated to Alexa 594 goat anti-rabbit/mouse (1:1000, Invitrogen A-11037, A-11032) or Alexa 488 goat anti-rabbit/mouse (1:1000, Invitrogen A-11008, A-11001). When necessary, slides were permeabilized with boiling in Sodium Citrate Buffer (8,3 ml Sodium Citrate 1 M; 1,9 ml Citric Acid 1 M; water to 200 ml) (α-Chx10; α-Pax6; α-PKCα; α-GS6; α-M-Opsin; α-S-Opsin). For the cone-Arrestin protocol, permeabilization was performed with NP40 1% for 15 minutes at room temperature. For Calbindin staining, retinas were rinsed 3 times in PBS for 30 minutes and blocked for 2 hours at room temperature (RT) in blocking solution [3% goat serum/1% bovine serum albumin (BSA)/0.1% Triton-X100/0.02% sodium dodecyl sulfate (SDS) in PBS]. Retinas were then incubated in primary antibody in blocking solution overnight at 4 °C on a rocking platform. The next day, retinas were rinsed 3 times in PBS for 30 minutes and placed in secondary antibody in blocking solution 3 hours at RT on a rocking platform. Retinas were rinsed 3 times in PBS for 30 minutes and then flattened between two coverslips for confocal imaging. The slides were counterstained with 4,6-diamidino-2-phenylindol, DAPI (Vector Laboratories H-1200). Slides were imaged using the LSM710 Zeiss Confocal Microscopy system. RNA *in situ* hybridization on mouse sections was performed according to previously published protocols^10^. *In situ* hybridization probes for the murine *Trpm1* were generated by reverse transcriptase (RT-) PCR on adult eye cDNA using the oligonucleotide primers listed in Supplementary Table 2. Both mmu-miR-211 miRCURY LNA™ Detection probe, 5′-DIG and 3′-DIG labelled and scramble-miR miRCURY LNA™ Detection probe, 5′-DIG and 3′-DIG labelled as negative control (working concentration 1/150 mM/ml, cod. 616391-360 miR-211 and 699004-360, Exiqon,) were hybridized to frozen sections as described previously^66^. Coverslips were mounted onto glass slides with 70% glycerol in PBS or dehydrated before mounting (Eukitt Mounting Medium; EMS, Fort Washington, PA).

### Western blotting

Proteins were extracted from eyes of wild type and *miR-211*−/− mice by homogenization in RIPA buffer. The extracted proteins (30 µg) were subjected to SDS-PAGE and blotted onto a PVDF membrane (EMD Millipore IPVH00010). After blocking with 1% BSA in TBS, membrane filters were incubated with an anti-TRPM1 antibody (1:1000, Abcam 72154) and anti-ß-Actin antibody (1:700, Sigma A5441). Immuno-signals were visualized with a horseradish peroxidase (HRP)-conjugated anti-rabbit/mouse IgG antibody (1:10000, EMD Millipore 12-348/12-349). Western blot bands were revealed using a chemiluminescence digital imaging system (ImageQuant Las-4000 Mini, GE Healthcare Life Sciences) and quantified using ImageJ software.

### Electrophysiological testing

#### Electroretinogram (ERG)

We used previously described procedures^67^. For electrophysiological recordings (ERGs), mice were dark-adapted for 3 hours and anesthetized. ERGs were evoked by 10 ms flashes of different light intensities ranging from 10^−4^ to 20 cd s/m^2^ generated through a Ganzfeld stimulator (CSO, Florence, Italy). ERGs and b-wave thresholds were assessed using the following protocol: eyes were stimulated with light flashes increasing from −5.2 to +1.3 log cd s/m^2^ (which corresponds to 1 × 10^−5.2^ to 20.0 cd s/m^2^) in scotopic conditions. The log unit interval between stimuli was 0.3 log from −5.4 to 0.0 log cd s/m^2^, and 0.6 log from 0.0 to +1.3 log cd s/m^2^. For ERG analysis in scotopic conditions the responses evoked by 11 stimuli (from −4 to +1.3 log cd s/m^2^) with an interval of 0.6 log unit were considered. To minimize the noise, three ERG responses were averaged at each 0.6 log unit stimulus from −4 to 0.0 log cd s/m^2^ while one ERG response was considered for higher (0.0 – +1.3 log cd s/m^2^) stimuli. The time interval between stimuli was 10 s from −5.4 to 0.7 log cd s/m^2^, 30 s from 0.7 to +1 log cd s/m^2^, or 120 s from +1 to +1.3 log cd s/m^2^. a- and b-wave amplitudes recorded in scotopic conditions were plotted as a function of increasing light intensity (from −4 to +1.3 log cd s/m^2^). The photopic ERG was recorded after the scotopic session by stimulating the eye with 10 flashes of 10 ms with 20.0 cd s/m^2^ light intensity on a constant background illumination of 50 cd/m^2^.

#### Flicker

Flashes of different light intensities ranging from 10^−4^ to 15 cd s/m^2^ in steps of 0.6 logarithmic units at 6 Hz frequency were generated by a Ganzfeld stimulator (CSO, Florence, Italy). Amplitudes of b-wave were plotted as a function of increasing light intensity, at a constant 6 Hz frequency, as already reported in the Seeliger protocol^31^.

#### Patch clamp recordings

Dissection procedures and perforated patch clamp recordings of rod bipolar cells in mouse retinal slices were performed as described^68–70^. Briefly, 7-months old mice were dark adapted for at least 3 hours. Retinas extracted in cold bicarbonate-buffered AMES’ medium (A1420; Sigma-Aldrich, St. Louis, MO, USA) were made to adhere on filter paper with gentle suction and sliced on a manual tissue chopper (mod. 600; The Vibratome Company, St. Louis MO) at a thickness of 250 µm. After transferring the slices to the recording chamber they were superfused with bicarbonate-buffered AMES’ at 24 °C and visualized with an upright microscope (Leica DM-LFSA) in the near infrared spectrum (LED with peak emission at 780 nm). Seals were obtained on rod bipolar cell somata located in the outer third of the inner nuclear layer using 6–9 MΩ patch pipettes, filled with a solution containing (in mM): 90 potassium aspartate, 20 K_2_SO_4_, 15 KCl, 10 NaCl, 5 K_2_Pipes, and 0.4 mg/ml Amphotericin-B; final pH was adjusted to 7.2 with HCl/KOH. Seals were followed immediately by patch perforation and intracellular access. Rod bipolar cells were identified by the shape and position of their soma, light sensitivity and polarity and ion channel expression^68^. Recordings were made with an Axopatch 1D amplifier, low–pass filtered at 500 Hz, digitized at 5 kHz and acquired by pClamp software (Axon Instruments, Foster City CA). Membrane potentials were uncorrected for liquid junction and Donnan potentials. Full field flashes of flashes of 1 to 10 ms duration were delivered with a green LED (OD520; Optodiode Corp., Newbury Park CA) with its emission peak at 520 nm.

### Blood vessel analysis

#### Fluorangiography

Intraperitoneal injection of 1% fluorescein sodic solution (Sigma F7505) was performed in mice after pupil dilatation (1% tropicamide). Fundus photographs were captured by Topcon TRC-50IX (Topcon) in order to display the retinal vasculature as described^71^.

#### FITC-Dextran assay

After anaesthesia, mice were perfused through the left ventricle with 2 ml of PBS containing 1 mg/ml of fluorescein-dextran-FITC (Sigma 60842-46-8). The eyes were then enucleated and fixed in 4% paraformaldehyde in PBS for 2 hours at RT. After RPE removal, flat mount retinas were viewed under a fluorescence microscope and imaged using the LSM710 Zeiss Confocal Microscopy system as described^71^.

### Hematoxylin and Eosin staining

The staining was performed on 7 µm mouse retina paraffin embedded sections. The sections were deparaffinized and rehydrated with 2 × 10′ Xylene; 1 × 5′ 100% ethanol; 1 × 5′ 95% ethanol; 1 × 5′ 90% ethanol; 1 × 5′ 70% ethanol; 1 × 5′ deionized H2O. Hematoxalin staining: 1 × 1′ Hematoxalin; Rinse deionized water; 1 × 5′ Tap water (to allow stain to develop). Eosin staining and dehydration: 1 × 1′ Eosin; 3 × 5′ 70% ethanol; 3 × 5′ 90% ethanol; 3 × 5′ 95% ethanol; 3 × 5′ 100% ethanol; 3 × 10′ Xylene. Slides were coverslipped using Eukitt (Sigma).

### Detection of apoptotic cell death

The extent and distribution of apoptotic cell death was determined by TdT-mediated dUTP nick end labelling (TUNEL), using the *In Situ* Cell Death Detection Kit, POD (Roche 11684817910) following the manufacturer’s directions. TUNEL assay was performed on 20 µm mouse retina cryosections. As negative control to evaluate possible unspecific results, fixed and permeabilized retina sections were incubated with the reaction mix without TUNEL reaction enzyme. As positive control, Apl1 −/− mouse retina cryosections were used. The Apl1 −/− mouse is a model characterized by a high level of photoreceptor cell death^72,73^. Sections were observed with a Leica DM-6000 microscope and then confocal images were acquired using the LSM710 Zeiss Confocal Microscopy system.

### Cone photoreceptor cell counts, assessment of ONL density and thickness

#### Cone cell counts

Two groups of six mice for both *miR-211*−/− and *miR-211*+/+ genotypes, were analysed for each time point. At least twelve retina sections from each eye sample from both genotypes were immunostained with the cone marker cone-Arrestin and counterstained with the DAPI nuclear acid stain. Evaluation of the number of cones was performed by counting the cells positive for cone-Arrestin staining in standard areas of comparable regions in respect to the distance from the optic nerve. The number of cones/area was evaluated by manual counts with a Leica DM-6000 microscope, with the objective Leica ∞/0.17/D, HCX PL FLUOTAR, 40X/0.75 that has an area of 0.31 mm^2^.

#### Retinal cell counts and ONL thickness measurement

The same retina sections on which cones were counted were imaged by confocal microscopy using a Leica TCS SPE 40x objective, using Z-stacks in the wavelength of DAPI. Then the images were used to calculate the number of the ONL nuclei (ONL cell density) and ONL thickness. The evaluation of the number of ONL nuclei was performed by counting the DAPI stained nuclei in areas of comparable regions in respect to the distance from the optic nerve. The selection of each area and the nuclei counts were manually done, using the *ITEM Analysis Image Processing* program that stores and then processes the results. Finally, the ONL thickness was manually measured close to the optic nerve head, in both superior and inferior retina using the *ITEM Analysis Image Processing* program^72,73^. In addition, at least twelve retina sections from each eye sample from both genotypes were used for the evaluation of the number of bipolar, amacrine and ganglion cells. The analysis was performed by counting the cells positive for α-Chx10; α-Pax6 and α-PKCα staining in standard areas of comparable regions in terms of the distance from the optic nerve. The number of retinal cell/area was evaluated by manual counts with a Leica DM-6000 microscope, with the objective Leica ∞/0.17/D, HCX PL FLUOTAR, 40X/0.75 that has an area of 0.31 mm^2^.

Moreover, the number of horizontal cells was evaluated by manual counts of the cells positive for α-Calbindin on at least three flat mount retina from both genotypes.

### RNA extraction, library preparation and sequencing

We used previously described procedures^25^. Total RNA was extracted from the mouse eye including retina, RPE, Choroid, sclera and ciliary body, whereas the lens and cornea were removed. RNA was extracted with the miRNeasy Kit (QIAGEN 217004) according to the manufacturer’s instructions, and quantified using a NanoDrop ND-8000 spectrophotometer (NanoDrop Technologies). Its integrity was evaluated using an RNA 6000 Nano chip on a Bioanalyzer (Agilent Technologies). RNA-Seq libraries were prepared for each RNA sample in biological replicates, six WT and six *miR-211*−/− RNA samples, according to manufacturer’s instructions (TruSeq RNA Sample Preparation kit), with an initial amount of 4 μg of total RNA.

In particular, we included in the study two males and three females with a miR-211+/+ genotype, and six males with a miR-211−/− genotype. 

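Transcripts from the sex chromosomes were read in each library, while the labels do not name the sex of the animals. Xist was at 1245, 794 and 1634 CPM in WT replicates 1, 3 and 5, and at no more than 1.29 CPM in the other 8 libraries. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were compared with their mean in the 6 KO libraries. In single KO libraries the median share over the 4 genes ran from 0.878 to 1.09. It was 1.13 in WT replicate 2 and 0.978 in WT replicate 4, whereas in WT replicates 1 and 5 each of the 4 genes had a share of at most 0.00152. WT replicate 3 had Xist and Y-linked transcripts at the same time, with a median share of 0.487 and shares from 0.375 to 0.495 for the single genes. Its values in CPM were 37.3 for Ddx3y, 30.7 for Eif2s3y, 17.0 for Kdm5d and 14.4 for Uty.

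**Figure D3:**
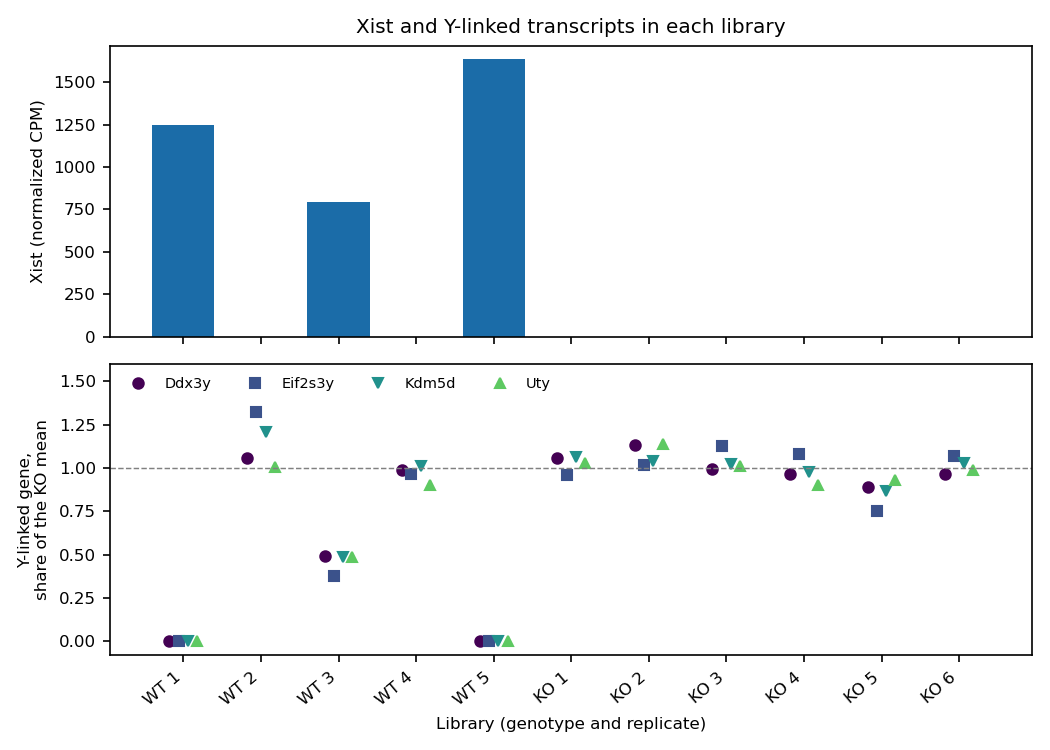
Normalized counts (CPM) of Xist (bars, from 0) and the abundance of 4 Y-linked genes as a share of their mean in the KO libraries (points), for each of the 11 libraries. WT replicates 1 and 5 have Xist and a share near 0, WT replicate 3 has Xist and shares from 0.375 to 0.495, and the other libraries have no more than 1.29 CPM of Xist and shares from 0.751 to 1.32.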

Quality control of library templates was performed using a High Sensitivity DNA Assay kit (Agilent Technologies) on a Bioanalyzer (Agilent Technologies). Qubit quantification platform was used to normalize samples for the library preparation (Qubit 2.0 Fluorometer, Life Technologies). Libraries were sequenced on the Illumina HiSeq. 1000 platform and in 100-nt paired-end format to obtain approximately 30 million read pairs per sample. Reads were aligned and assigned to Gencode^46^ Mouse released M4 transcripts and genes by using RSEM version 1.2.19^45^ with standard parameters. All genes with at least 1 count per million in at least 5 samples were considered for further analysis.

### Data availability

All sequencing data can be found at GEO under the accession code GSE106591. The software code used in this study is available upon request to authors. All other data are available from the authors upon reasonable request.

### Analysis of RNA-Seq datasets

Differentially expressed genes between conditions (*miR-211*−/− vs WT) were detected using the Generalized Linear Model approach implemented in the Bioconductor package “edgeR”^74^. P-value was corrected for multiple hypothesis testing using the FDR procedure. In order to exclude any influence of the sex of the animals on the RNA-seq data, we first compared wt males vs miR-211 KO males. Subsequently we carried out the same analysis on wt females vs. miR-211 KO males. Finally, we extended this comparison to all animals, regardless of their sex. All three analyses yielded comparable results by highlighting the same gene ontology enrichments. 

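Which libraries come from males and which from females is not named in the labels, so the comparison was made for every choice of 2 or of 3 WT libraries against the 6 KO libraries. There are 10 choices of 2 and 10 of 3, and by the paper's numbers 1 choice of 2 holds the WT males and 1 choice of 3 the WT females. With 2 WT libraries, the number of genes with an adjusted p-value under 0.1 ran from 1 to 190 with a median of 5.5, and with 3 it ran from 1 to 29 with a median of 2. The median log2 fold change of the 63 listed genes was between -1.18 and -0.11 with 2 WT libraries and between -1.04 and -0.37 with 3. The lists of metabolic genes were tested by their ranks in each fit. With 2 WT libraries, the adjusted p-value was under 0.05 for the tricarboxylic acid cycle, the respiratory chain and triglyceride storage in 7 choices each, for fatty acid oxidation in 6 and for glycolysis in 0 of the 10. With 3 WT libraries, it was under 0.05 for the tricarboxylic acid cycle in 6 choices, for the respiratory chain and triglyceride storage in 8 each, for fatty acid oxidation in 7 and for glycolysis in 0. The ranks carry no direction, so a choice can pass with a list that is higher in KO. With WT replicates 3 and 5, 3 lists passed, but their respiratory chain genes had a mean log2 CPM of 5.60 and 5.76. The KO mean was 5.92, and both libraries were also below the KO mean for the tricarboxylic acid cycle and fatty acid oxidation. All 4 lists other than glycolysis were past the threshold in 5 of the 10 choices of 2 WT libraries and in 6 of the 10 choices of 3, and none of them in 2 choices and 1 choice. By Xist, the choice of WT replicates 2 and 4 (0.450 and 0.845 CPM) would hold the WT males. It gave 4 genes, and all 4 lists were past the threshold. WT replicates 1, 3 and 5, with Xist at 794 CPM or more, would then be the WT females. They gave 2 genes and no list past the threshold (adjusted p = 0.137 for triglyceride storage and 0.984 for the other 3). WT replicate 3 also held Y-linked transcripts, so this assignment is not certain. The highest adjusted p-values among the choices were 0.934 for the respiratory chain with 2 WT libraries and 1.00 with 3.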

The differentially expressed genes (FDR < 0.1) are listed in Supplementary Table 1. Gene Ontology enrichment analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Functional Annotation tool^48^. Gene Set Enrichment Analysis using MSigDb GO gene sets^47^ was performed ranking the genes according to their significance in differential expression. For each GO term the Enrichment Score (ES) and the corresponding p-value were computed by using the KS test function^75^. P-values were corrected for multiple hypothesis testing using the Benjamini-Hochberg procedure. As a positive ES corresponds to GO term containing the best discriminant genes only GO terms with positive ES value and FDR < 5% were considered. Significant GO terms were than ranked according to their p-values.

## Electronic supplementary material

Supplementary Data

Supplementary Table 1

Supplementary Table 2

How the deposited data were processed for this re-analysis (not part of the article)

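RNA from whole eyes without lens and cornea of 1–2-month-old mice was measured in 11 libraries, 5 from WT and 6 from *miR-211*−/− (KO) animals. The authors aligned the 100-nt paired reads and assigned them to the transcripts and genes of Gencode mouse release M4 with RSEM 1.2.19. For each gene of each library they deposited the expected count, which is RSEM's estimate of the number of read pairs from the gene without any scaling for library size. The authors also deposited FPKM values, which RSEM scales by the gene's effective length and the mapped fragments of the library. The FPKM values were read and were not used for any test. The genotype and replicate number of each library were taken from its label. The paper states that all KO animals were male. The sex behind each WT library is not named in the paper's text, its supplementary tables or the labels. It entered no fit, and only the likely choices of WT males and WT females were named from sex-linked transcripts.

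The expected counts were rounded to whole numbers. Between 20282241 and 36317673 read pairs per library were assigned to genes. At the lowest total, 1 CPM, the unit of the paper's expression filter, is about 20.3 read pairs, so that differences in genes near this limit are known with low precision. Genes with at least 1 CPM in at least 5 of the 11 libraries were tested, which is the filter the paper states. They were normalized with edgeR's TMM method and fitted with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmFit and glmLRT, genotype as the only term), and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.1. Values per library are CPM on TMM-scaled library sizes. For log2 CPM a prior count of 2 was added. Beside the fold changes, the log2 CPM of single genes and of lists were compared with two-sided exact permutation tests over all 462 splits of the 11 libraries into 5 and 6. After the data had been seen, the same tests were repeated over the 200 splits that exchange genotypes only within each library series. The test was checked on simulated data with the same library totals, where it recovered 199 of 200 genes changed by 2 on the log2 scale, beside 43 false calls among 242 (17.8%). The simulated genes varied independently of each other, and smaller changes were not simulated. The quasi-likelihood test recovered 199 with 16 false calls (7.44%), and the likelihood-ratio test with the replicate number as a block 199 with 78 false calls (28.2%). Fits with the block leave out KO replicate 6, which has no same-numbered WT library.

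Genes are named in the text by a rule set before the data were examined. It takes every gene that the paper names as a transcriptome result, the qRT-PCR targets, the 2 genes that Supplementary Table 1 gives as increased, Xist, Mir211 with its host gene Trpm1, Txnip, and the 5 genes with the smallest adjusted p-values. Mafa did not pass the filter, and its log2 CPM and a fit to all 25763 genes with at least 1 count are given instead. The paper's gene-set tests used gene ontology sets from MSigDB, which were not used here. In their place 5 lists of metabolic genes were written by hand from general knowledge before the data were examined, and their ranks by p-value were tested with a one-sided Kolmogorov-Smirnov test against all other expressed genes, with Benjamini-Hochberg adjustment over the 5 lists and a threshold of 0.05. Lists of marker genes for adipocytes, skeletal muscle, cornea and conjunctiva, lens, blood, cones and rods were written in the same way. Symbols and positions came from Gencode release M21, which like release M4 is on the GRCm38 assembly, and 95.4% of the identifiers were matched.

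The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, upper-quartile normalization, library size without TMM factors, dispersions estimated in sequence or robustly, filters of at least 1 count in any library or at least 10 counts in every library, counts without rounding, an adjusted p-value under 0.05, the replicate number as a block, the library series as a covariate, and each library left out in turn. Lists were also ranked by the quasi-likelihood p-value and by signed change, and tested with camera from limma 3.58.1. The library series comes from the column names of Supplementary Table 1, to which the libraries were matched by the proportion of their counts over the 63 listed genes. Which libraries share an animal's litter or a preparation date is not known. To count how often other splits of the libraries gave results as large, 100 splits were fitted, of which 32 part all 5 pairs of same-numbered WT and KO libraries. The qRT-PCR and the physiological measurements of the paper were not analysed here.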

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

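The tests for lens RNA and for RNA of more than 1 animal in a library were chosen only after these values had been seen. The tests for adipose tissue, muscle and depth were chosen before. In each group of 5 WT or 6 KO libraries, the gap between the most extreme library and its nearest neighbour was divided by the range of the group. Of 78 such groups 6 held a library that stood apart, and 3.9 would by chance.

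KO replicate 1 stood apart from the other KO libraries in 3 measures. The log2 CPM of Pck1 was 6.06 there and at most 0.67 in the others, so that the gap took 0.707 of the range. For the mean log2 CPM of the triglyceride storage and lipolysis genes, 5.73 against at most 4.18, the gap took 0.663 of the range. For Pear1, 3.30 against 3.11 to 3.18, it took 0.643 of the range. A candidate explanation for Pck1 and the triglyceride genes is a larger amount of adipose tissue or muscle around the dissected eye. Within each genotype, the mean of the 63 listed genes followed the mean of adipocyte marker genes (r = 0.991) and of skeletal muscle genes (r = 0.951), and KO replicate 1 had the highest values of both among the KO libraries. The library has the lowest total of all, and depth was tested only for the difference between genotypes. The genotype cannot explain a difference among KO animals, and a biological difference between single animals cannot be told apart from one in dissection. For Pear1 the KO replicate still lay below every WT library.

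C3 stood apart in WT replicate 1, at a log2 CPM of 7.59 against 3.79 to 4.82 in the other WT libraries, a gap of 0.730 of the range. C3 is among the 63 listed genes, and the same test of adipocyte markers applies to it only as part of their mean (r = 0.991). No biological explanation was tested for this library alone.

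The total of KO replicate 2 was 36317673 read pairs, against 20282241 to 25104190 in the other KO libraries, a gap of 0.699 of the range. The totals did not differ between genotypes (two-sided exact permutation test, p = 0.864). The design gives no biological explanation of a library total, and none was tested.

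WT replicate 4 stood apart in the lens marker genes, with a mean log2 CPM of 12.3 against 1.39 to 1.82 in the other WT libraries, a gap of 0.961 of the range. The 16 crystallin genes took 13.1% of its counts. They took 3.02% in KO replicate 3, 0.421% in KO replicate 6 and at most 0.0296% in the other libraries. The paper states that the lens was removed, and it does not report these genes. Lens RNA in the library is a candidate explanation of the low TMM factor of this library, which was 0.870 with and 0.991 without the crystallin genes. Because the signal appears in both genotypes and not in most libraries of either, no biological explanation was tested. In a fit without the crystallin genes, 1 gene again had an adjusted p-value under 0.1.

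WT replicate 3 held Xist at 794 CPM together with Y-linked transcripts at a median share of 0.487 of the mean of the KO libraries. Xist was above 100 CPM in 3 WT libraries, the number of WT females that the paper states, and in 0 KO libraries. The share of Xist relative to the mean of WT replicates 1 and 5, added to the share of Y-linked transcripts, came to 1.04. A candidate explanation is that the library holds RNA of a male and of a female, for which the sum would be near 1. An animal with 2 X chromosomes and a Y chromosome would have Y-linked transcripts at the level of the KO males, and the share of 0.487 is well below it. Whether the mixing happened at dissection, at extraction or during sequencing cannot be told from the counts. No biological explanation other than the chromosome number was tested.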

How the results depend on the processing

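With the genotype as the only term, 1 gene had an adjusted p-value under 0.1, decreased in KO, with upper-quartile normalization, library size alone, robust dispersions, a filter of 10 counts in every library, counts without rounding and a threshold of 0.05. The quasi-likelihood test gave 0 genes (446 with an unadjusted p-value under 0.05). DESeq2 and dispersions estimated in sequence gave 2 genes each, all decreased. With all genes of at least 1 count there were 2, of which 1 was decreased and 1 increased. With the replicate number as a block 10 genes passed, and with the library series as a covariate also 10, all decreased. Deviations of same-numbered WT and KO libraries from their genotype means had a mean r of 0.223, against -0.055 for other pairs, where a positive first value pulls the second below 0. Of the 5 pairs 4 share their series, with a mean r of 0.361, close to the 0.306 of the 8 different-numbered pairs of one series, so the numbers are not clearly pairs of animals. A covariate with 3 levels of the series, chosen after seeing the data, gave 6 genes, all decreased. Leaving out 1 library at a time gave from 1 to 11 genes, again all decreased, with 11 when KO replicate 1 was left out. The cause was not tested, apart from the tissue markers under the other observations. Of the 63 listed genes, 10 passed with the block, 9 with the series covariate and 10 without KO replicate 1. The number of expressed genes was 14729 with 1 CPM in every library, 16838 with 0.5 CPM and 15779 with CPM on TMM-scaled sizes, the 3 alternatives set for it. The filter of 1 count in any library, used only for tests of genes, keeps 25763.

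With camera in place of the ranking test, the adjusted p-value of the respiratory chain, the tricarboxylic acid cycle, fatty acid oxidation and triglyceride lists was 0.462, past the threshold of 0.05 for none of them. The estimated correlation between genes, 0.720 to 0.875 in these lists, is what camera adds. With a preset correlation in its place, the p-values were at most 2.08e-04. The side of the threshold of these 4 lists did not change with the quasi-likelihood ranking, the signed ranking, the replicate block or the series covariate. With 1 library left out, adjusted p-values ran from 1.65e-07 to 0.995 for the tricarboxylic acid cycle, from 2.25e-24 to 0.995 for the respiratory chain, from 1.5e-10 to 0.828 for fatty acid oxidation and from 2.15e-11 to 0.0106 for triglyceride storage. The high values came without WT replicate 1 or 2, where the tricarboxylic acid cycle and respiratory chain genes were not concentrated among the small p-values. The tricarboxylic acid cycle list also lost its call without KO replicate 5 (0.166) or 6 (0.0652), and fatty acid oxidation without WT replicate 2 (0.206). Glycolysis genes had no clear shift to either end with the quasi-likelihood ranking (0.665), and over the libraries left out their adjusted p-value ran from 0.332 to 0.997. The cause was not tested.

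For single genes, the direction changed for Ddit3 with library size alone (log2 fold change 0.0018), and for Trpm1 (-0.071 to 0.065) and Mafa (-0.23 to 0.087) over the libraries left out, all of them close to 0. In the other settings 2 further results of single genes were weaker and 13 stronger, and 246 kept their direction and side of the threshold. With 1 library left out, 7 were stronger, 0 weaker, 6 changed direction and 240 did neither. The 2 weaker results were those of Xist, with the quasi-likelihood test and with the block. The difference of genes with a miR-211 seed site ran from 0.017 to 0.063 over the libraries left out, and without WT replicate 1 (0.017) it was the highest among the 7-mers compared. Mafa was read with 14 to 38 read pairs per library, which limits what could be detected for it.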

Differences from the paper's values

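The paper's number of differentially expressed genes is 63, and 1 gene had an adjusted p-value under 0.1 here. The paper's 61 decreased genes compare with 1 here, and its 2 increased genes with 0 here, where 51 genes were increased with an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed these gaps. The quasi-likelihood test gave 0 genes, upper-quartile normalization, library size alone, robust dispersions, the filter of 10 counts in every library, counts without rounding and a threshold of 0.05 gave 1 each, and DESeq2, dispersions in sequence and all genes with at least 1 count gave 2 each. The replicate block and the library series covariate gave 10 each, and leaving out 1 library gave from 1 to 11. A series covariate with 3 levels, chosen after seeing the values, gave 6. Every gene counted under the settings above was decreased, apart from 1 increased gene with all genes of at least 1 count. Apart from the block, which leaves out KO replicate 6, and the fits without 1 library, fits to part of the libraries were not among the alternatives. The mouse-number series alone gave 7 genes (3 decreased, 4 increased) and the age series alone 38 (35 decreased, 3 increased). Over the 10 choices of 2 WT libraries the number ran from 1 to 190, where the highest came with WT replicates 1 and 4 (167 decreased, 23 increased, 16 of them listed genes), and over the 10 choices of 3 from 1 to 29. The choice of WT replicates 1 and 4 exceeded the paper's 63 and 61, and all other fits to part of the libraries stayed below them. The paper's 2 increased genes were matched in number with WT replicates 3 and 5 and with WT replicates 1, 2 and 4.

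The median likelihood-ratio statistic of the 63 listed genes is 15.4 in the paper's Supplementary Table 1 and was 4.79 here. It was not computed under the alternatives. The log2 fold changes of the named genes did not differ from the paper's by more than the spread between libraries. Both come from the same libraries, so this spread cannot judge a gap between the 2 fits. For Pck1 the value was -2.06 here and -4.25 in the paper, and for C3 it was -1.99 here and -1.18 in the paper. Of the 63 listed genes, 56 were further from 0 in the paper.

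The paper's text names Rbp4, Gpd1, Pdk4, Adipoq, Pck1, C1ra, C3, Cfd, Ucp3 and Fabp4 as differentially expressed. Each was lower in KO here, with an adjusted p-value of 1.00. Ranked by p-value among the 15767 expressed genes, they ran from 15 for C3 to 939 for Pck1, with Rbp4 at 19, Pdk4 at 73 and Cfd at 242.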

Other observations

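The tests of gene lists against tissue markers, and of lens RNA and mixed RNA above, were chosen only after the results had been seen. So were the check of the seed test on permuted fold changes and the tests within library series. The tests of the listed genes against adipose tissue and muscle, those for depth and sex, the comparison with other splits and the seed test itself were chosen before.

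The amount of adipose tissue or of eye muscle left on the dissected eyes may contribute to the lower abundance of the listed genes in KO. Adipocyte marker genes outside the paper's list (19 of 25 expressed) had a mean log2 CPM of 4.94 ± 0.82 (SD, n = 5) in WT and 4.43 ± 0.64 (SD, n = 6) in KO libraries, a difference of -0.50 that was within the spread (two-sided exact permutation test, p = 0.277). For skeletal muscle genes the difference was -0.56 (exact permutation p = 0.452). Exchanging genotypes only within each library series gave -0.60 for the adipocyte markers (exact permutation p = 0.105). For the muscle genes it gave -0.71 (exact permutation p = 0.205), and KO was lower in 4 of the 5 same-numbered pairs for both lists. Within genotypes, the mean of the listed genes followed the adipocyte markers over the 11 libraries with r = 0.991 and rho = 0.964 (permutation p = 2.00e-05 for both, adjusted p = 1.00e-04 over 5 marker lists). Without the 2 libraries farthest from the median, r was 0.978, and within the 6 libraries of the age series it was 0.982. The mouse-number series has 5 libraries, too few for a correlation. For skeletal muscle genes r was 0.951 (permutation p = 7.00e-05, adjusted p = 1.75e-04), rho 0.964 (permutation p = 1.30e-04), r without the 2 farthest libraries 0.920 and within the age series 0.948. For cornea and conjunctiva genes r was 0.755 (permutation p = 0.0126, adjusted p = 0.0209), rho 0.827 (permutation p = 0.00534), r without the 2 farthest libraries 0.751 and within the age series 0.901. For lens genes r was -0.110 (permutation p = 0.761), rho -0.355 (permutation p = 0.316) and r without the 2 farthest libraries -0.285, while within the age series it was 0.819. For blood genes r was 0.0075 (permutation p = 0.983), rho 0.0727 (permutation p = 0.849), r without the 2 farthest libraries -0.038 and within the age series -0.030. With the mean of 15 adipocyte markers as a covariate, the median log2 fold change of the listed genes went from -0.76 to -0.42, 55.3% of its size, and 60 of them remained lower in KO. With muscle genes as the covariate it went to -0.55, 72.9% of its size. The listed genes had been selected from the same libraries for their difference, so that some decrease would remain after the covariate by selection alone. Whether these tissues account for all of the difference therefore cannot be told. With the adipocyte covariate 5 genes had an adjusted p-value under 0.1. They were Xist, Lrg1 (log2 fold change -0.84), Pear1 (-0.48), Cck (-0.63) and Elf5 (1.32), of which Lrg1 and Pear1 are in the paper's table. With the muscle covariate they were Xist, Lrg1 (-0.97), Pear1 (-0.51), Hp (-1.47) and Pdk4 (-1.35).

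The metabolic gene lists showed the same relation. Within genotypes, the mean of the respiratory chain genes followed the adipocyte markers with r = 0.962 and the muscle genes with r = 0.897, and glycolysis genes followed neither (r = -0.228 and -0.363). The values of rho were 0.955 and 0.927 for the respiratory chain and -0.255 and -0.218 for glycolysis. Without the 2 farthest libraries r was 0.946 and 0.821 for the respiratory chain and -0.470 and -0.507 for glycolysis, and within the age series it was 0.996 and 0.898 for the respiratory chain and -0.581 and -0.579 for glycolysis. Over the 10 relations of this kind, the adjusted permutation p-values were 5.00e-05 and 6.38e-04 for the respiratory chain and 0.494 and 0.322 for glycolysis. Of the 4 lists past the threshold, 2 stayed past it with the adipocyte covariate, the respiratory chain (adjusted p = 0.00265) and triglyceride storage (0.00231). With the muscle covariate 1 stayed, triglyceride storage (0.00704). Fatty acid oxidation (0.688) and the tricarboxylic acid cycle (0.942) lost their call with the adipocyte covariate. The enrichment of the respiratory chain, fatty acid oxidation and tricarboxylic acid cycle lists cannot be told apart from a different amount of muscle in the libraries. That of triglyceride storage, a list that shares genes with the paper's table, stayed past the threshold with either covariate. A change of metabolism within retinal cells remains possible beside these tissues.

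The library totals did not differ between genotypes (two-sided exact permutation test, p = 0.864), so depth is an unlikely source of the lower abundance of the listed genes. With every library thinned to 20282241 read pairs their median log2 fold change was -0.76. Thinning leaves fold changes of normalized counts the same on average, so this value cannot tell whether depth contributes.

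Many other splits of the 11 libraries into 5 and 6 gave at least as many genes past the threshold as the real one, which gave 1. Among splits that part all same-numbered pairs, the real one had the largest enrichment score for fatty acid oxidation and for none of the other lists. Among the 32 splits that part all 5 same-numbered pairs, the real one included, 20 gave at least 1 gene with an adjusted p-value under 0.1, with up to 15 genes. Among the real split and 68 drawn from those that part fewer pairs, 40 of 69 did, with up to 7290 genes. Enrichment scores as large as the real one were found in 3 of the 32 splits for the tricarboxylic acid cycle, 7 for the respiratory chain, 17 for glycolysis, 3 for triglyceride storage and 1 for fatty acid oxidation, where it was the real split. Among the 69 splits the numbers were 27, 34, 34, 23 and 19 in the same order. Splits that part fewer pairs can place more libraries of one series in a group, because 4 of the 5 pairs share their series. The split by series itself gave 5279 genes, and with genotype as a covariate 5729, including 48 of the 63 listed genes, which were higher in the mouse-number series by a median of 0.82 on the log2 scale. The series is crossed with genotype, with 2 of 5 WT and 3 of 6 KO libraries in the mouse-number series. With the series as a covariate 10 genes passed, and the median log2 fold change of the listed genes was -0.87, against -0.76 without it, so the series is an unlikely source of their lower abundance in KO. The adipocyte markers were higher in the mouse-number series by 0.91 and the muscle genes by 1.52 on the log2 scale.

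The sex of the animals may explain why Xist is the only gene past the threshold. Xist was above 100 CPM in 3 of the 5 WT libraries, as many as the paper's WT females, and Y-linked transcripts were present in every KO library. Sex and genotype are partly confounded in this design, since all KO animals were male.

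A loss of repression by miR-211 was looked for among genes whose 3′ untranslated region holds a match to its seed (AAAGGGA). Of 14501 expressed genes with an annotated 3′ untranslated region, 2417 hold a match. Their mean log2 fold change was higher than that of the other genes by 0.042. Among 35 7-mers of the same base composition, the seed match included, 3 had a difference at least as high (one-sided exact rank test among the 7-mers, p = 0.0857, where 0.0286 is the smallest possible), and the median of the others was 0.036. With 8-mer matches alone the difference was 0.047. With the fold changes permuted over genes and a shift added to those with a seed match, the seed match ranked first in 4 of 200 draws without a shift, in 21 with 0.005, 79 with 0.01, 173 with 0.02 and 200 with 0.05. This check was added after the result had been seen, and permuting removes what the 7-mers share in the real data. The difference lies within that of other 7-mers, and an effect of the seed of about 0.01 or less would often have been missed.

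Genes of cones and rods are not the subject of a transcriptome statement in the paper. The mean log2 CPM of 9 cone genes was 5.94 ± 0.086 (SD, n = 5) in WT and 5.95 ± 0.083 (SD, n = 6) in KO libraries (two-sided exact permutation test, p = 0.881). For 12 rod genes it was 10.5 ± 0.21 (SD, n = 5) and 10.6 ± 0.11 (SD, n = 6; exact permutation p = 0.333). Ddit3, which encodes CHOP, was at 34.5 ± 3.17 CPM (SD, n = 5) in WT and 33.6 ± 2.07 (SD, n = 6) in KO libraries, with a log2 fold change of -0.04 (standard error 0.10). Txnip had a log2 fold change of -0.62 (standard error 0.38, exact permutation p = 0.190).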
